# CEP20 promotes invasion and metastasis of non-small cell lung cancer cells by depolymerizing microtubules

**DOI:** 10.1038/s41598-023-44754-8

**Published:** 2023-10-14

**Authors:** Sijie Feng, Shuai Yuan, Baohua Hou, Zhiqiang Liu, Yanjun Xu, Shuangying Hao, Yunkun Lu

**Keywords:** Non-small-cell lung cancer, Cell migration, Cytoskeleton, Cancer, Cell biology, Biomarkers

## Abstract

Worldwide, Lung cancer is the leading cause of cancer-related death and poses a direct health threat, non-small cell lung cancer (NSCLC) is the most common type. In this study, we demonstrated that centrosomal protein 20 (CEP20) is upregulated in NSCLC tissues and associated with cancer invasion metastasis. Notably, CEP20 depletion inhibited NSCLC cell proliferation, migration, and microtubule polymerization. Mechanistically, we discovered that CEP20 is critical in the development of NSCLC by regulating microtubule dynamics and cell adhesion-related signaling pathways. Furthermore, the knockdown or overexpression of CEP20 affects microtubule polymerization in A549 cell lines. Our research provides a promising therapeutic target for the diagnosis and treatment of lung cancer, as well as a theoretical and experimental basis for clinical application.

## Introduction

Lung cancer is a highly prevalent malignant tumor worldwide and is associated with high mortality^1–3^. It is the leading cause of cancer-related death worldwide^1^. Lung cancer can be classified into two types based on the differentiation degrees and cell morphological features: small cell lung cancers (SCLCs) and non-small cell lung cancers (NSCLCs), with the latter being more common (~ 85%), and posing a greater threat to patients’ survival^4^. As NSCLCs are often asymptomatic in the early stages, most patients are diagnosed with mid to late-stage tumors for which resection is no longer feasible^4,5^. Furthermore, advanced NSCLCs exhibit robust invasion and migration, leading to poor prognoses despite comprehensive treatments, such as radiotherapy and adjuvant chemotherapy with multi-drug combinations^6^. Due to recent developments in diagnosis and pharmaceuticals, molecular targeted therapy, such as those targeting epidermal growth factor receptor (EGFR) and anaplastic lymphoma kinase (ALK), have become increasingly important in the treatment of NSCLCs, leading to improved prognoses of patients^7^. However, with prolonged medication, a large number of patients experience primary and secondary resistance and recurrence, necessitating the development of new drugs targeting promising molecules with clinical viability^6,7^. Thus, identifying new drug targets and developing novel anti-cancer drugs remains a priority in lung cancer research.

Microtubules are polarized cytoskeletal structures^8^, assembled from α-/β-tubulin heterodimers to form highly dynamic filaments, which play a crucial role in many physiological and pathological processes, including cell cycle and mobility^9,10^. Anti-tumor drugs targeting microtubules have recently been cumulatively approved against NSCLCs in clinical practice^11^. These drugs promote microtubule depolymerization or polymerization by utilizing their dynamic properties, ultimately altering the normal cellular processes. As a result, tumor cells are arrested in the mitotic cycle and undergo apoptosis and death. One of the most effective drugs is Paclitaxel, which binds to polymerized microtubules and promotes their assembly while inhibiting their depolymerization, thus forming stable non-functional microtubules^12^. Therefore, Paclitaxel acts as a tumor suppressor by reducing cell mitosis in various cancers, including ovarian, breast, and lung^12–14^. Aberrant expression of microtubule-related proteins, such as Stathmin, Tau, and protein family possessing Ras-associated domains, is well-reported in tumor cells^15–17^. These proteins affect cell mitosis and motility by inducing imbalances in microtubule dynamics, thereby playing significant roles in tumorigenesis and progression.

Centrosomal Protein 20 (CEP20), also known as FOP-Related Protein of 20 KDa (FOR20), localizes to both centrioles and centriolar satellites^18,19^. In mammalian cells, CEP20 is identified to recruit polo-like kinase 1 (PLK1) to centrosomes^20^ and participates in microtubule depolymerization^21^ and ciliogenesis^22^ by our previous works. CEP20 also plays an essential role during mammalian embryonic development, and its absence leads to impaired left–right patterning of embryos and disrupts angiogenesis in yolk sacs and embryos^23^. In this study, we revealed that CEP20 promotes malignant behavior in lung cancer cells by affecting microtubule assembly, highlighting its potential as a new promising drug target for the treatment of lung cancer. Together, our findings provide new insights into targeted therapy for lung cancer.

## Results

### *CEP20* is highly expressed in human non-small cell lung cancer tissues

To examine the expression level of CEP20 in NSCLCs, we collected tumor tissues and paired para-carcinoma tissues of patients with NSCLC from the Zhejiang Cancer Hospital. First, we analyzed the mRNA levels of CEP20 in 61 pairs of tumor and para-carcinoma tissues and found a significant upregulation in the tumor samples compared to the para-carcinoma controls, consistent with the results of gene microarray and RNA-seq analyses based on NSCLC samples in the GEO and TCGA databases (Figs. 1A, B and S1A–C). Therefore, we expanded the sampling and extracted the proteins from the pairs of tissues described above to further validate the CEP20 protein level, which may play a critical role in various biological processes. Western blot analysis of 113 pairs of tissues revealed a significantly higher level of CEP20 protein in 93 tumor tissues compared to their matched para-carcinoma tissues (Fig. 1C). Additionally, Immunohistochemistry (IHC) analysis confirmed the overexpression of CEP20 protein in NSCLC tissues (Fig. 1D). Collectively, these results indicated that CEP20 might be a potential key regulator associated with NSCLC tumorigenesis and progression.

**Figure 1:**
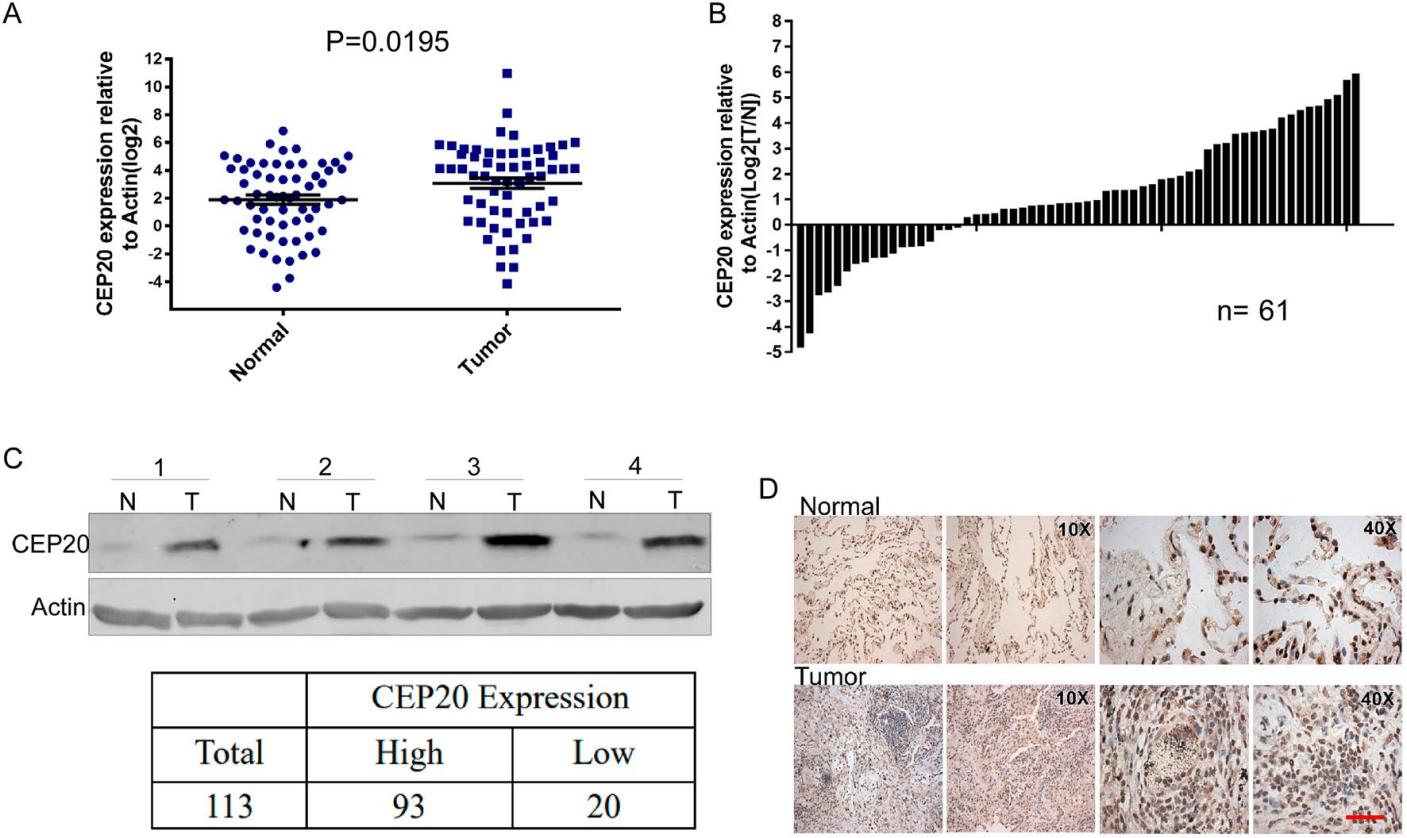
CEP20 is highly expressed in human non-small cell lung cancer tissues. (**A** and **B**) The mRNA expression of CEP20 in non-small cell lung cancer tissues compared to the matched adjacent normal tissues. Actin was used as the internal reference. n = 61, P = 0.0195. (**C**) The protein expression of CEP20 by western blotting in non-small cell lung cancer tissues compared to the matched adjacent normal tissues. Actin was used as the internal reference. Uncropped immunoblots were shown in Supplementary Fig. S8A. (**D**) Representative images of CEP20 staining in non-small cell lung cancer tissues and matched adjacent normal tissues evaluated by an immunohistochemical analysis. Scale bars: 100 μm.

Next, we classified the samples into two groups based on the expression level of the CEP20 protein. Statistical analysis of patients’ clinical data demonstrated a significant correlation between CEP20 protein level and tumor invasion, lymphatic metastasis, and distant metastasis (Table 1). These findings further suggest that high expression of CEP20 may be associated with metastasis of lung cancer.

**Table 1:** Clinical characteristics of lung cancer patients according to CEP20 expression.

Characteristics	Total	CEP20 expression		
		High	Low	*P* value
Classification				0.27
Adenocarcinoma	41	31	10	
Squamous	38	33	5	
Gender				0.4276
Male	59	49	10	
Female	20	15	5	
Age (years)				0.3709
< 65	45	38	7	
≥ 65	34	26	8	
Tumor size				**0.0326**
T1	11	11	0	
T2	31	21	10	
T3–4	37	32	5	
Lymph nodes				**0.0462**
N0	24	17	7	
N1	44	36	8	
N2	10	9	1	
N3	2	2	0	
Distant metastasis				**0.0122**
M0	59	44	15	
M1	20	20	0	

Significant values are in [bold].

### Downregulation of endogenous CEP20 inhibits NSCLC cell proliferation

Given the previous findings that *CEP20* was overexpressed in NSCLC tissues, and higher level of CEP20 protein was associated with the tumor invasion and metastasis, we further aimed to explore whether CEP20 protein downregulation could influence the tumor’s malignant behaviors, including proliferation, metastasis, and invasion. We utilized RNA interference to downregulate CEP20 in lung adenocarcinoma cell lines A549 and H1299 and lung squamous cell carcinoma cell lines H226 and H520. Western blotting confirmed the efficient knockdown of CEP20 (Figs. 2A, S2A, S4A, and S5A). Our time-course observation of cell growth revealed a significant impairment of the proliferative activity in the CEP20 downregulated group (Fig. 2B). Furthermore, MTT and colony formation assays showed that the downregulation of endogenous CEP20 significantly inhibited A549 and H1299 cell proliferation compared with the control group (Figs. 2C, D, S2B, and C). The same results were also showed in lung squamous cell carcinoma cell lines H226 and H520 (Fig. S4B, C, S5B and C). These findings indicate that CEP20 is critical for NSCLC cell proliferation.

**Figure 2:**
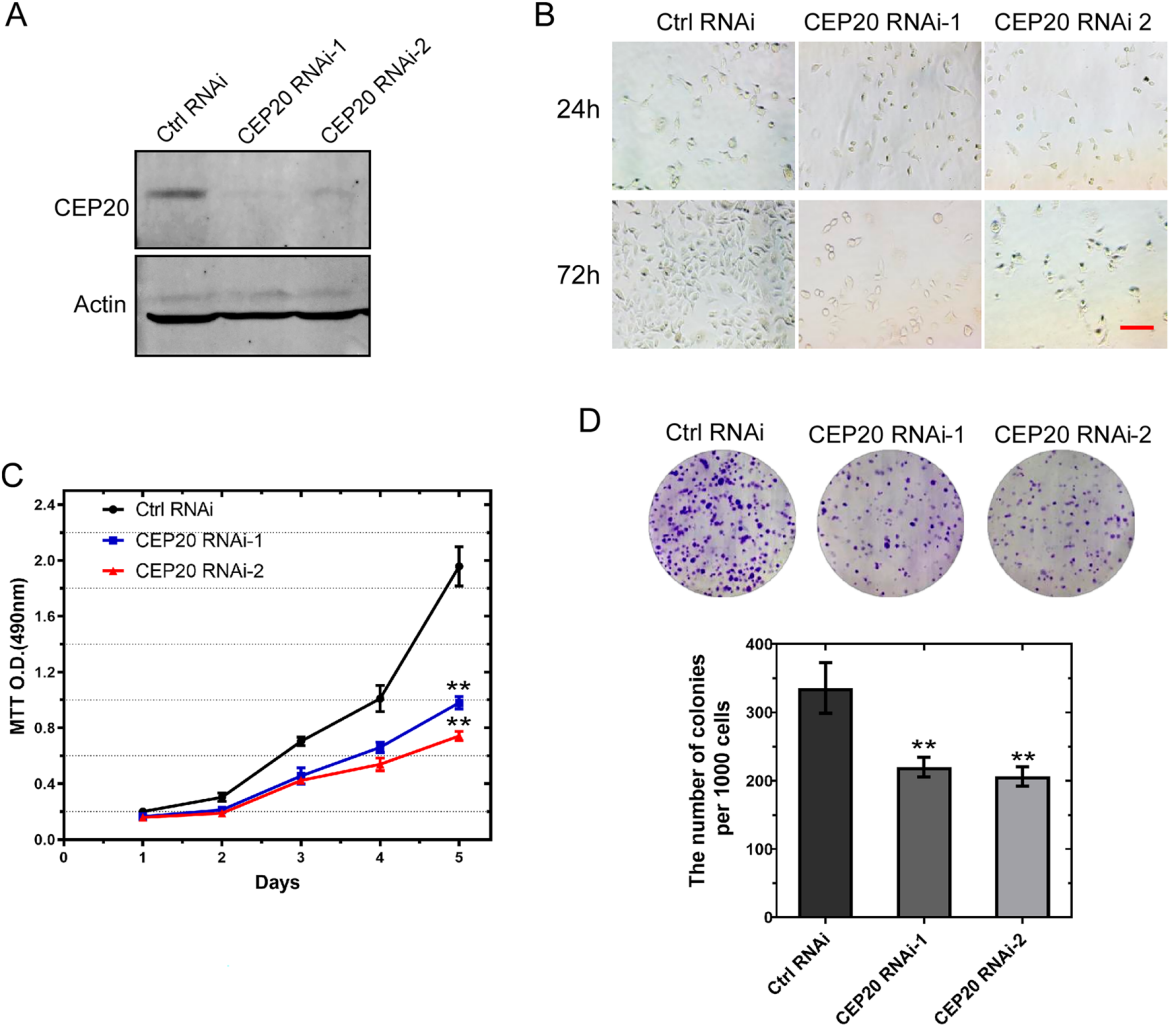
Downregulation of endogenous CEP20 inhibits NSCLC cell proliferation in A549. (**A**) The protein expression of CEP20 by western blotting in A549 cell. Actin was used as internal reference. Uncropped immunoblots were shown in Supplementary Fig. S8B. (**B**) The cell growth was depicted in A549 cell transfected with ctrl RNAi, CEP20 RNAi-1 or CEP20 RNAi-2, respectively. Scale bars: 100 μm. (**C**, **D**) The MTT and colony formation assays were performed in A549 cell transfected with specific ctrl RNAi, CEP20 RNAi-1 or CEP20 RNAi-2, respectively. Bars indicate the mean ± s.d of three independent replicates. *** *p* < 0.001, student’s *t*-test.

### Downregulation of endogenous CEP20 inhibits NSCLC cell migration and invasion

Next, we validated the NSCLC cell motility upon altering CEP20 levels. Wound healing assay revealed a significant reduction in the cell migration capability in CEP20 knockdown A549, H1299, H226 and H520 cells (Figs. 3A, S3A, S4D and S5D). Additionally, we performed a Transwell cell migration assay and Invasion experiment to further identify the role of CEP20 in NSCLC cell motility. Transwell cell migration assay indicated a significantly decrease in cell migration upon CEP20 knockdown compared to the control group (Figs. 3B and S3B). Meanwhile, the invasion experiment revealed a significant reduction in invasion activity in CEP20 knockdown cells compared with the control group (Figs. 3B, S3B, S4E, F, S5E and F). These results suggest that CEP20 plays crucial roles in NSCLC cell motility, including migration and invasion.

**Figure 3:**
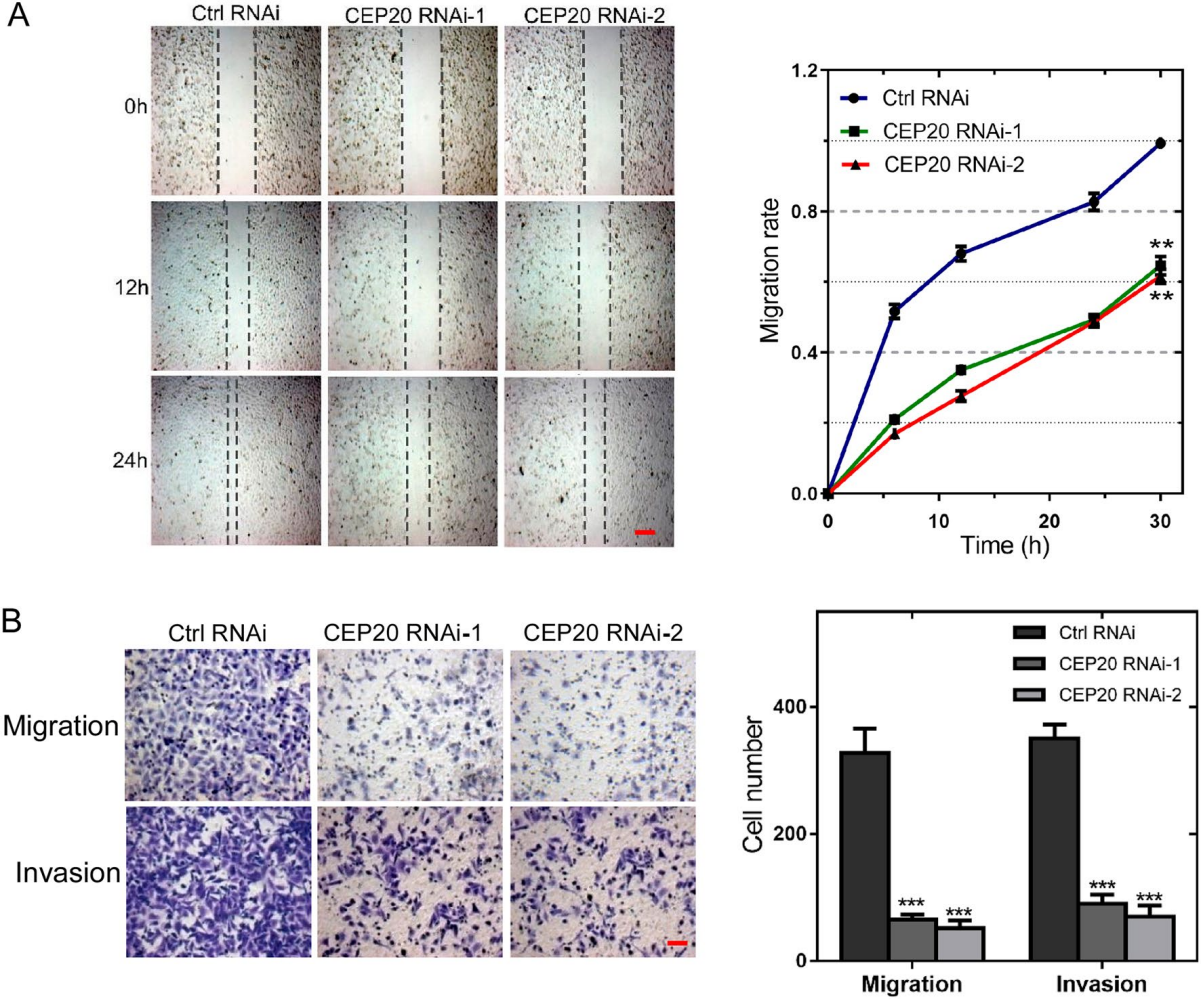
Downregulation of endogenous CEP20 inhibits NSCLC cell migration and invasion. (**A**) The wound-healing assays showed the migration of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-2. The dashed lines indicate the wound edges. Scale bar, 100 μm. The distance of the wound was measured by ImageJ software, and the data are presented as the mean ± standard deviation. (**B**) Transwell assays showed the migration of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-2 and dyed with crystal violet staining. Scale bar, 50 μm. The quantitative data of the randomly selected fields are expressed as the mean ± standard deviation. ** *p* < 0.01, *** *p* < 0.001, student’s* t*-test.

### Exogenous CEP20 could rescue the impaired NSCLC cell proliferation and mobility induced by knockdown of CEP20

To further investigate the role of CEP20 in NSCLC cell proliferation and mobility, we performed a rescue experiment by overexpressing CEP20 using pEGFP-CEP20 expressing vector in A549 cells. We first downregulated the CEP20 mRNA level using CEP20 RNAi-1 and RNAi-2, then rescue experiments were performed using the ectogenic pEGFP-CEP20, quantified by western blotting analysis (Fig. 4A). Flow cytometry analysis demonstrated that the endogenous CEP20 knockdown cells were arrested in the S stage of the cell cycle, while overexpression of pEGFP-CEP20 rescued the cell cycle distribution to a relatively normal pattern (Fig. 4B). Accordingly, the Transwell experiment also confirmed that the rescued cell showed enhanced motility compared to cells treated with only CEP20 RNAi, similar to the motility of the untreated control group (Fig. 4C). These findings confirmed that the downregulation of endogenous CEP20 protein affects NSCLC cell proliferation and mobility.

**Figure 4:**
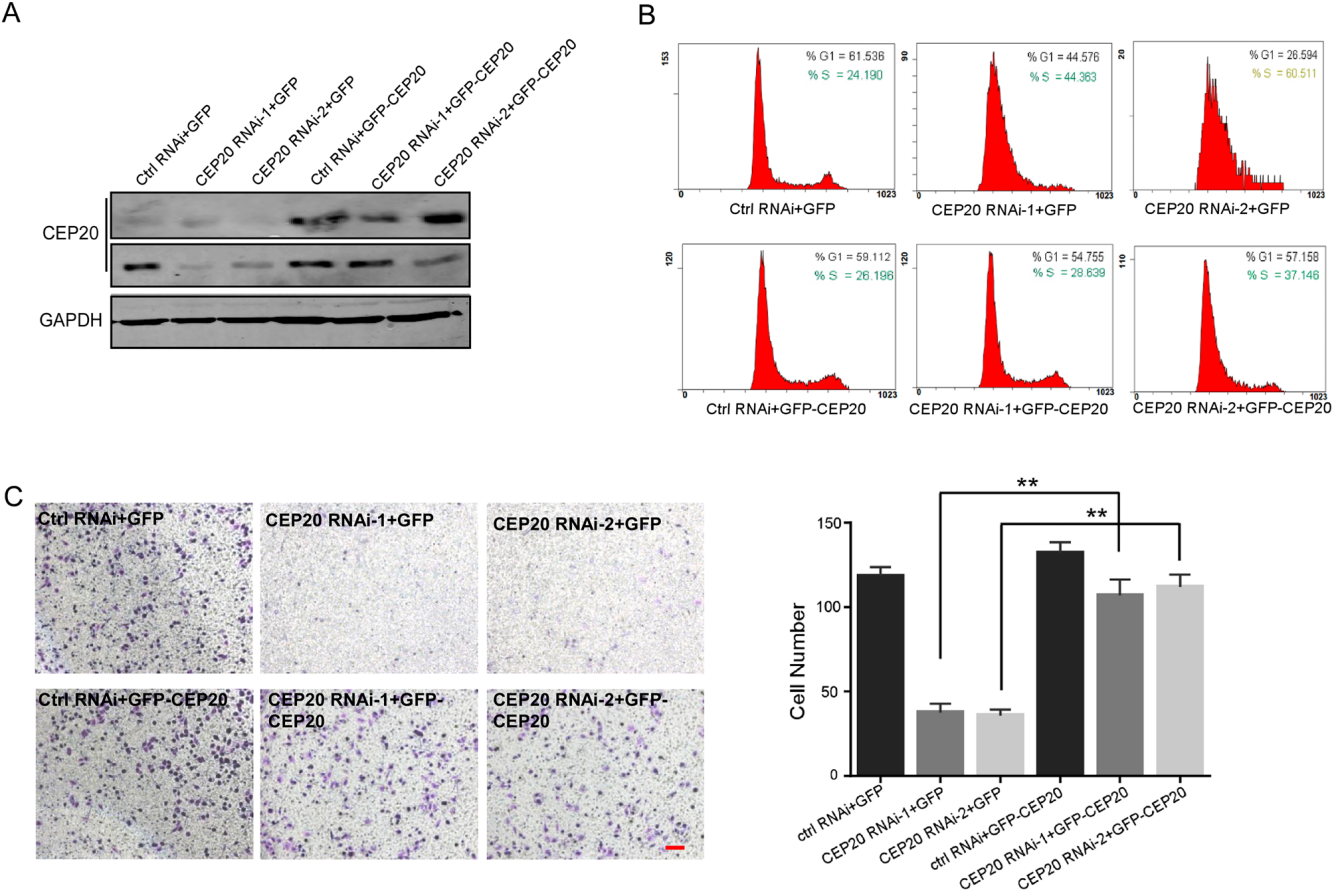
Depletion of CEP20 inhibits cell proliferation and cell migration. A549 cells were transfected with the indicated RNA interference and plasmids and then subjected to the following assays. (**A**) Western blotting revealed the expression level of endogenous CEP20 and ectopic GFP-CEP20 in A549 cells. GAPDH was used as an internal control. Uncropped immunoblots were shown in Supplementary Fig. S8C. (**B**) Flow cytometric analysis showed the cell proliferation transfected with the indicated treatments. (**C** and **D**) Transwell analysis exhibited the migration of the indicated cells. Quantitative data of randomly selected fields (n > 3) were shown. Bar, 50 μm. **P < 0.01, one-way ANOVA.

### CEP20 promotes malignant behavior of NSCLC cells by depolymerizing microtubules

To further investigate the mechanism by which CEP20 promotes the malignant behavior of NSCLC cells, we performed RNA sequencing (RNA-seq) of A549 CEP20-knockdown and control cells (Fig. S6A). 

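A549 is an established line of human lung adenocarcinoma cells. RNA was sequenced from 3 siCEP20 samples, in which CEP20 was knocked down with small interfering RNA (siRNA), and from 3 siCTR samples, which received a control siRNA. According to the paper's methods, siRNA was delivered with Lipofectamine RNAiMAX in DMEM, cells were used 48 to 72 h later, and poly(A) RNA was purified from 1 µg of TRIzol-extracted RNA for stranded libraries. The sample labels give 3 days of transfection. They differ from the methods in naming F-12K medium, a spin-column RNA kit and 3 µg of RNA, and 1 of their fields names a plasmid transfection. The authors trimmed the reads with fastp, aligned them to the human genome (hg38) with HISAT2 and deposited StringTie's TPM for each Ensembl gene. TPM, a measure of transcript abundance, divides by transcript length and by the library's total, so the deposited values add up to the same sum in each of the 6 libraries and the sequencing depth of each sample is unknown. The number of genes with at least 1 TPM was 14429, 14600 and 14589 in the siCTR libraries and 14851, 14964 and 14987 in the siCEP20 libraries. The authors' differential expression test needs read counts, which were not analysed here. The TPM values were tested with limma on the log2(TPM + 1) scale, without rescaling between libraries, for the 14778 genes with a mean of at least 1 TPM. Fold changes on this scale understate the change of genes with low TPM. The median log2 fold change of all tested genes was 0.13 (siCEP20 against siCTR), and scaling the libraries by the median of ratios moved it to 9.4e-05. Changes of gene lists are therefore also given relative to the median of all tested genes.

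The targeted gene was lower in every siCEP20 library than in every siCTR library. CEP20 (ENSG00000133393) lies on chromosome 16 of hg38 from 15865719 to 15888625, on the minus strand. Its TPM was 29.2, 30.5 and 35.1 in the siCTR samples (31.6 ± 3.10, SD, n = 3) and 16.2, 15.3 and 17.3 in the siCEP20 samples (16.2 ± 1.01, SD, n = 3), so that 51.4% of the control level was left. The log2 fold change was -0.92 (standard error 0.0915, adjusted p = 0.000205 from limma with Benjamini-Hochberg adjustment), or -1.05 relative to all tested genes. The two-sided exact permutation test gave p = 0.1, the smallest value that 3 samples against 3 allow. The alternative that moved the log2 fold change of CEP20 most was the median-of-ratios scaling, with -1.06.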

Differential expression analysis identified 956 upregulated and 962 downregulated genes in response to CEP20 knockdown (Fig. 5A). 

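At an adjusted p-value under 0.05, 4457 genes were higher and 1944 lower in siCEP20 samples. With the paper's fold change thresholds added (FC > 1.5 or < 0.67), 1659 genes were called higher and 682 lower, so that 70.9% of the 2341 called genes were higher. For 8184 of all tested genes (55.4%), the 3 siCEP20 values lay all above or all below the 3 siCTR values, where chance gives 10%. With each library left out in turn, between 1381 and 1905 genes were called higher and between 613 and 706 lower. The balance between both directions depended on the scale between libraries. With the TPM values scaled by the median of ratios, 894 genes were called higher and 1103 lower (44.8% higher), and with quantile normalization 923 and 1016 (47.6% higher). After a correction for transcript length and GC content, 924 genes were called higher and 859 lower (51.8% higher). Of the genes called with unscaled values, 894 higher and 682 lower ones were also called with median-of-ratios scaling, and none was called in the opposite direction. In number of genes, dropping the fold change thresholds changed the counts most. The lowest counts, 261 higher and 147 lower, came with a fold change of 2 required.

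Fold changes are compared here among called genes that have a gene symbol and whose 3 siCEP20 values all lie above or all below the 3 siCTR values. Among those with the largest increases, KLF2 (ENSG00000127528, chromosome 19 from 16324826 to 16328685) rose from 9.35 ± 1.87 to 44.9 ± 2.50 TPM (SD, n = 3 each). Its log2 fold change was 2.16 (standard error 0.13, adjusted p = 3.53e-05 from limma). TOMM6 had a larger log2 fold change of 2.70 but a standard error of 0.62, since its values were scattered in both groups. TOMM6 ran from 5.52 to 30.05 TPM in the siCTR samples and from 37.43 to 150.98 TPM in the siCEP20 samples. It overlaps another expressed gene on the same strand, so its reads can be shared. BEST1 overlaps FTH1, 1 of the most abundant transcripts in these libraries, on the opposite strand, and the paper's text does not name whether strand was used in quantification. BEST1 was at 15.0, 2.51 and 40.0 TPM in the siCEP20 samples, and its call was lost in 11 of 19 alternatives. The long noncoding RNAs CAVIN2-AS1 and GOLPH3-DT were listed at 0 in every siCTR library. CAVIN2-AS1 was at 2.32, 4.73 and 4.32 TPM in the siCEP20 libraries and GOLPH3-DT at 3.18, 3.56 and 3.70 TPM. Each of these 2 overlaps an expressed gene on the opposite strand.

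Among the same genes, the 5 largest decreases were in genes whose reads can be shared with other genes. RPL24P2, a processed pseudogene of a ribosomal protein gene, had a log2 fold change of -2.35 (adjusted p = 0.00034). SNORD104 (-1.91) lies inside SNHG25 (-1.83) on chromosome 17, so both can draw on the same reads. RN7SL2 (-1.89) overlaps another expressed gene and is 1 of several 7SL RNA genes. DBNDD2 (-1.73) overlaps the readthrough gene SYS1-DBNDD2 on the same strand. It also carries an RNAi-2 seed site, a short match through which that siRNA can silence genes other than its target. The paper's text does not name the siRNA used here, so off-target silencing of DBNDD2 stays open.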

Gene Ontology (GO) analysis determined that upregulated genes were enriched in processes related to microtubule bundle formation, cilium organization, and organ development, consistent with our previous findings that CEP20 is a crucial regulator in ciliogenesis (Fig. 5B). On the other hand, downregulated genes were enriched in processes related to protein targeting to ER, translational initiation, and oxidative phosphorylation. 

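Instead of GO tables, lists of genes written by hand from general knowledge were compared with all other tested genes by limma's camera test (inter-gene correlation preset at 0.01, Benjamini-Hochberg adjustment over 15 lists). A list of microtubule bundle and axoneme genes, without the genes shown in Fig. 5D, had 53 tested members with a median log2 fold change of 0.30, which was 0.17 relative to all tested genes (adjusted p = 0.00317). Of these members, 26 were higher and 0 lower at an adjusted p-value under 0.05, the same 26 when adjusted over the list alone. The cilium list had 127 tested members with a median of 0.30, or 0.16 relative to all tested genes (adjusted p = 0.00387). Here 59 members were higher and 5 lower at an adjusted p-value under 0.05, and again 59 and 5 when adjusted over the list alone. The median of the bundle and axoneme list moved most with quantile normalization, to 0.16.

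The enrichment among called genes was weaker. Of the bundle and axoneme members, 17.0% were called higher (adjusted p = 0.226 from Fisher's exact test against all other tested genes), a share that became 20.4% (adjusted p = 0.0375) without siCTR replicate 1. Of the cilium members, 19.7% were called higher (adjusted p = 0.0134 from Fisher's exact test), and 7.87% with median-of-ratios scaling, which was no longer past the threshold. Over the 15 lists, 12 passed the camera threshold with the preset correlation, 14 passed with fry, and 0 passed when the correlation was estimated from these 6 libraries, where 3 had an unadjusted p-value under 0.05. The 3 without a camera call were the lists for translation initiation, S phase and G2/M.

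The members with the smallest adjusted p-values in the first list were DNAAF4, MAP7 and PIERCE1. DNAAF4 (chromosome 15 from 55410525 to 55508234) rose from 5.34 ± 0.39 to 14.1 ± 0.58 TPM, a log2 fold change of 1.26. MAP7 (chromosome 6 from 136342281 to 136550819) rose from 43.8 ± 4.41 to 89.3 ± 1.73 TPM, and PIERCE1 (chromosome 9 from 135495181 to 135501734) from 14.1 ± 2.35 to 39.9 ± 2.98 TPM. In the cilium list they were TCTN2 (log2 fold change 1.27), TRAPPC9 (1.10) and TCTN1 (1.02), which encode proteins of the ciliary transition zone or a trafficking complex. DNAAF4 and PIERCE1 each overlap an expressed gene on the opposite strand. These 6 genes had adjusted p-values between 4.91e-05 and 0.000114 (limma), and in each the siCEP20 and siCTR values were separate.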

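A list of genes for protein targeting to the ER, without ribosomal proteins, had 32 tested members with a median log2 fold change of -0.07, or -0.20 relative to all tested genes (adjusted p = 0.00263 from camera). At an adjusted p-value under 0.05, 4 members were higher and 8 lower, and 6.25% were called lower (adjusted p = 0.823 from Fisher's exact test; 0 to 9.38% with 1 library left out). SEC61B fell from 352 ± 15.1 to 233 ± 10.0 TPM (log2 fold change -0.59) and SSR4 from 491 ± 31.7 to 323 ± 22.1 TPM (-0.60), while SGTA rose from 80.1 ± 3.73 to 117 ± 6.47 TPM (0.54).

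The translation initiation list leaves out ribosomal proteins, which form a list of their own described below. It had a median log2 fold change of 0.12 over 42 members, or -0.02 relative to all tested genes (adjusted p = 0.73 from camera). Its members moved both ways, with 12 higher and 8 lower at an adjusted p-value under 0.05, and 2.38% were called lower (adjusted p = 1 from Fisher's exact test). Relative to all tested genes the median was -0.05 after the length and GC correction and -0.03 with median-of-ratios scaling. It was 0.06 with quantile normalization and 0.08 without the filter on low TPM, so its direction depended on the processing. EIF1 fell from 1415 ± 21.9 to 902 ± 28.6 TPM (log2 fold change -0.65) and EIF2S1 from 64.8 ± 2.11 to 45.9 ± 1.63 TPM (-0.49). EIF1 and EIF2S1 each carry an RNAi-2 seed site, so off-target silencing by that siRNA stays open for both. PABPC1 rose from 719 ± 89.2 to 1131 ± 43.7 TPM (0.66).

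The list of nuclear genes for oxidative phosphorylation was lower, with a median log2 fold change of -0.31 over 78 members, or -0.44 relative to all tested genes (adjusted p = 2.59e-15 from camera). Of these, 45 were lower and 6 higher at an adjusted p-value under 0.05 (46 and 6 when adjusted over the list alone), and 26.9% were called lower (adjusted p = 2.24e-10 from Fisher's exact test). With the correlation estimated from these libraries the camera adjusted p was 0.154. The list took 1.79%, 1.74% and 1.77% of all TPM in the siCTR libraries and 1.39%, 1.48% and 1.43% in the siCEP20 libraries. NDUFA1 (chromosome X from 119871832 to 119876662) fell from 279 ± 13.5 to 120.3 ± 7.43 TPM, a log2 fold change of -1.21 (standard error 0.0645, adjusted p = 2.76e-05 from limma). ATP5MC1 fell from 429 ± 7.05 to 235 ± 6.43 TPM and NDUFA2 from 124 ± 1.74 to 67.2 ± 2.86 TPM. SSR4, ATP5MC1 and NDUFA2 overlap expressed genes on the opposite strand. The 13 protein-coding genes of the mitochondrial genome, which encode further subunits, are listed at 0 in every library and tell nothing about this process.

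**Figure D1:**
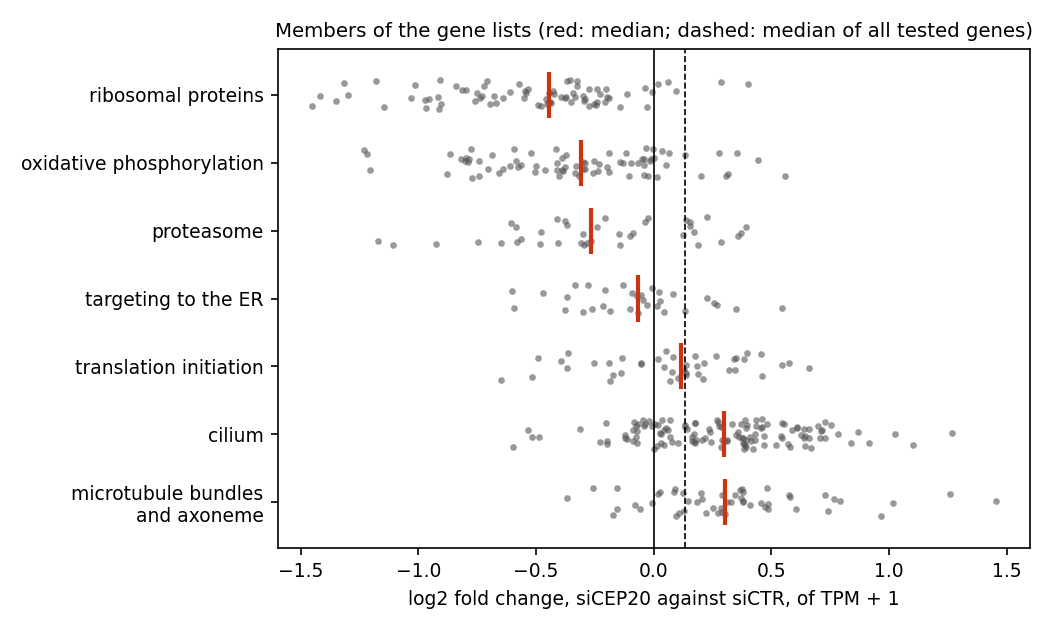
Log2 fold change (siCEP20 against siCTR, of TPM + 1) of each tested member of 7 gene lists, 1 point per gene, with the list's median in red, a solid line at 0 and a dashed line at the median of all tested genes. The ribosomal protein, oxidative phosphorylation and proteasome medians lie left of 0, that of targeting to the ER lies just left of it at -0.07, and the cilium and microtubule bundle medians lie near 0.30. The translation initiation median of 0.12 lies beside the dashed line.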

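Protein synthesis was also followed through the ribosome. The list of 79 ribosomal protein genes had the lowest median log2 fold change of the lists compared, -0.45, or -0.58 relative to all tested genes (adjusted p = 2.82e-33 from camera). At an adjusted p-value under 0.05, 68 members were lower and 2 higher (69 and 2 when adjusted over the list alone), and 36.7% were called lower (adjusted p = 5.74e-18 from Fisher's exact test). Fisher's exact test treats genes as independent, which members of a list need not be. With the correlation estimated from these libraries the camera adjusted p was 0.154. The list took 16.98%, 16.29% and 15.97% of all TPM in the siCTR libraries against 11.8%, 12.5% and 12.1% in the siCEP20 libraries, a difference larger than the spread within either group. Quantile normalization brought its median closest to 0, at -0.30. RPS18 (chromosome 6 from 33272075 to 33276511) fell from 3005 ± 137.9 to 1593 ± 34.0 TPM (SD, n = 3 each), a log2 fold change of -0.91 (standard error 0.0484, adjusted p = 2.65e-05 from limma). RPL31 fell from 839.9 ± 32.7 to 433 ± 10.3 TPM, and RPL9 from 641 ± 26.6 to 327 ± 12.0 TPM. Ribosomal protein genes have many processed pseudogenes, so part of their reads can have been placed elsewhere, and RPL31 overlaps TBC1D8 on the opposite strand.

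The proteasome list, which stands for protein breakdown, was lower too, with a median of -0.27 over 39 members, or -0.40 relative to all tested genes (adjusted p = 2.54e-07 from camera). Of these, 22 were lower and 6 higher at an adjusted p-value under 0.05, and 20.5% were called lower (adjusted p = 0.0017 from Fisher's exact test). With the correlation estimated from these libraries the camera adjusted p was 0.253. The members did not move alike, from PSMB10 (log2 fold change -1.17) and PSMB9 (-1.11) to PSMD8 (0.37) and PSMD6 (0.39). Protein breakdown itself was not measured. PSME2 fell from 217 ± 14.0 to 114.1 ± 3.82 TPM, PSMA7 from 457 ± 9.53 to 291 ± 3.60 TPM and PSMB6 from 406 ± 4.93 to 241 ± 13.0 TPM. PSME2 overlaps RNF31 on the opposite strand.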

All these biological processes are closely related to the development of malignant tumors, indicating that the high expression of CEP20 promotes protein synthesis and energy metabolism in NSCLC cells, leading to further aggravation of malignant tumor behaviors (Fig. 5C).

**Figure 5:**
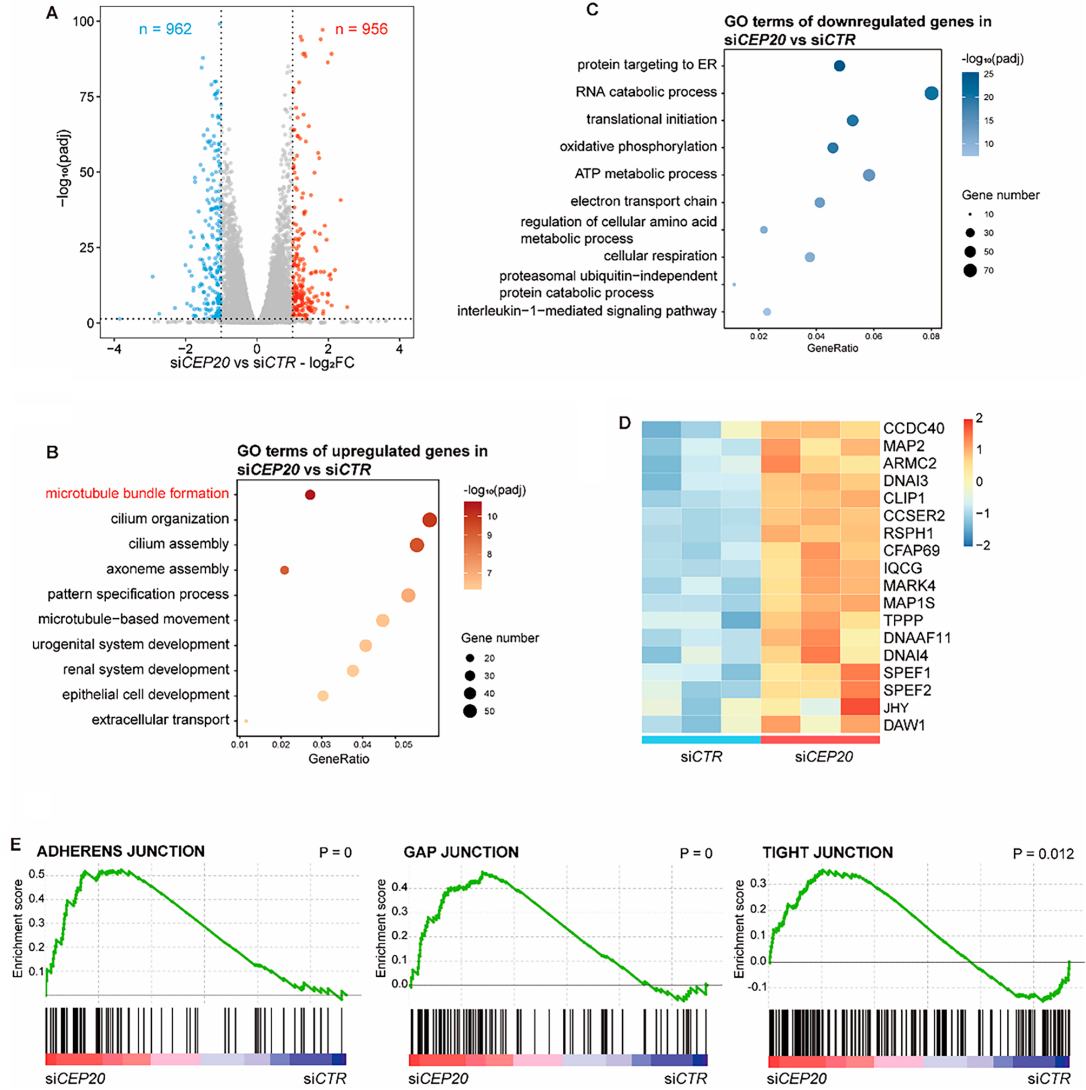
CEP20 knockdown promotes high expression of microtubule bundle formation and cell adhesion related genes. (**A**) Volcano plot showing the differentially expressed genes in si*CEP20* vs si*CTR* samples. Red dots: upregulated genes in si*CEP20* samples, blue dots: downregulated genes in si*CEP20* samples. (**B**, **C**) Bubble plots of GO terms enriched in up- and downregulated genes in in si*CEP20* samples. Point sizes represent the gene numbers in each term, orange and blue gradients represent the − log_10_ (adjusted *P* values). (**D**) Expression heatmap of microtubule bundle formation related genes in si*CTR* and si*CEP20* samples. (**E**) GSEA of adherens junction, gap junction and tight junction pathways in si*CEP20* versus the si*CTR* samples.

To further identify the specific mechanism of CEP20 in NSCLC cells, we divided NSCLC tumor samples (LUAD and LUSC samples, n = 1014) in the TCGA database into three groups based on CEP20 expression: relatively high (CEP20-high, n = 253); relatively low (CEP20-low, n = 253), and medium (CEP20-median, n = 508). Differential expression analysis of CEP20-high and CEP20-low groups identified 572 significantly upregulated and 1112 significantly downregulated genes (Figure S6B). Moreover, GO analysis demonstrated that downregulated genes were related to cilium movement, extracellular matrix organization, and microtubule bundle formation (Figure S4C). 

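Fig. 5D shows 18 genes related to microtubule bundles in these A549 samples, and the paper's text does not state how they were chosen. Of these, 17 reached the mean TPM needed for testing, and 14 of them were called higher. When adjusted over the list alone, 16 had an adjusted p-value under 0.05, which is not independent evidence, since the figure shows the same libraries. All 17 had a positive log2 fold change, with a median of 0.87 and a range from 0.41 to 1.67 (list median 0.74 relative to all tested genes, adjusted p = 2.02e-05 from camera). In 17 of the 18 genes every siCEP20 value exceeded every siCTR value. The expression of many was low, with a mean under 5 TPM for 10 of the 17 tested genes. With a fold change of at least 2 required, 5 were called.

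CLIP1 (ENSG00000130779, chromosome 12 from 122271432 to 122422669), which encodes a protein bound to microtubule plus ends, was the most abundant. It rose from 35.2 ± 3.21 to 75.1 ± 2.81 TPM (SD, n = 3 each), a log2 fold change of 1.07 (standard error 0.0793, adjusted p = 6.55e-05 from limma). RSPH1 (ENSG00000160188, chromosome 21 from 42472486 to 42496246), a radial spoke gene, had the largest log2 fold change, 1.67 (standard error 0.15, adjusted p = 0.000132), from 0.54 ± 0.11 to 3.90 ± 0.24 TPM. IQCG (ENSG00000114473) rose from 2.79 ± 0.20 to 9.98 ± 1.48 TPM, DNAI4 from 1.04 ± 0.73 to 4.01 ± 1.08 TPM and DNAAF11 from 1.22 ± 0.20 to 3.99 ± 0.95 TPM. The other genes called higher were SPEF1, SPEF2, CFAP69, MAP1S, CCSER2, MARK4, CCDC40, MAP2 and TPPP. RSPH1, IQCG, TPPP, ARMC2 and DNAI3 overlap an expressed gene on the opposite strand, and MARK4 overlaps several on either strand. TPPP was listed at 0 in siCTR replicate 3.

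ARMC2 (adjusted p = 0.0697), DAW1 (adjusted p = 0.0698) and JHY (adjusted p = 0.16) did not pass the threshold. JHY was the 1 gene whose groups overlapped, at 4.41 ± 0.99 against 6.34 ± 2.07 TPM. DNAI3, whose mean was below 1 TPM, was at 0.0511, 0.414 and 0.402 TPM in siCTR samples and 1.35, 1.44 and 1.32 TPM in siCEP20 samples (two-sided exact permutation test, p = 0.1).

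**Figure D2:**
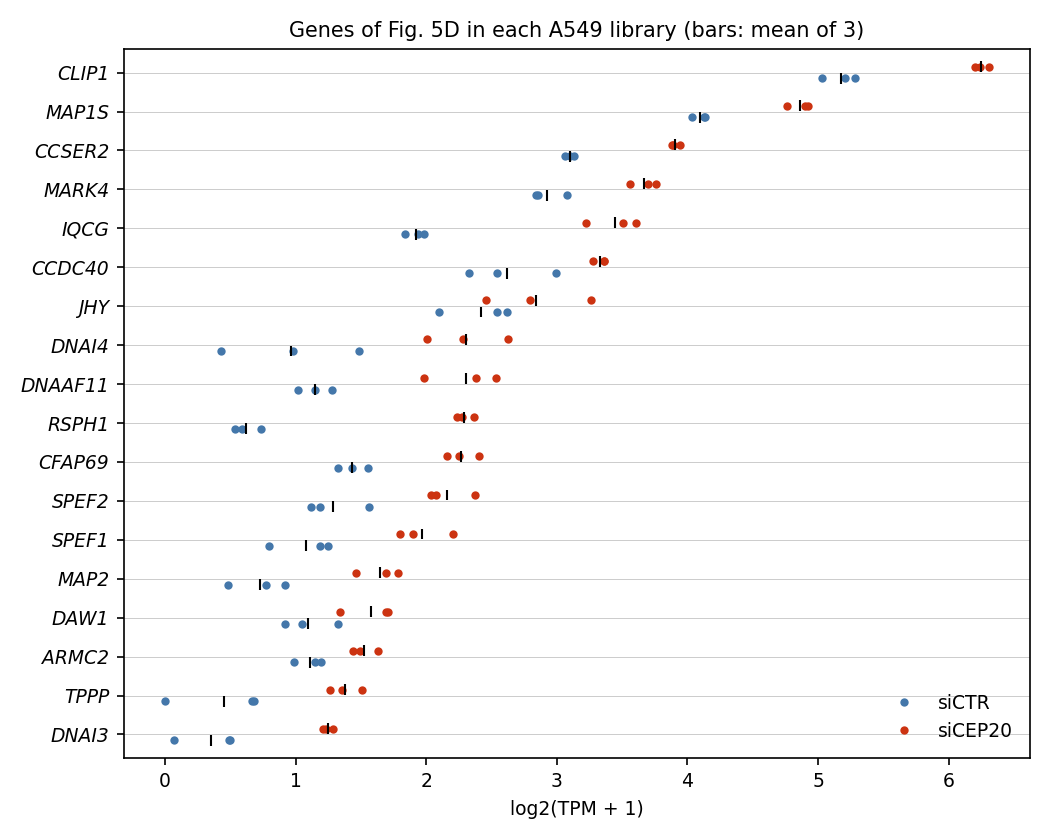
log2(TPM + 1) of the 18 genes of Fig. 5D in each A549 library, with siCTR in blue and siCEP20 in red, 3 points per group and a black bar at the group's mean. The red points lie right of the blue points in 17 of the 18 genes, and those of JHY overlap.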

Consistent with our RNA-seq results, we found that ‘microtubule bundle formation’ was in the top GO terms of CEP20 knockdown or CEP20-low groups and that these microtubule bundle formation-related genes were significantly highly expressed (Figs. 5B, D, and S6C–D). Also, the significantly activated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways included adherens junction, gap junction, and tight junction, suggesting that CEP20 reduces cell adhesion by depolymerizing microtubules in NSCLC cells (Fig. 5E). 

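The KEGG tables were replaced by hand-written lists, and genes were ranked by log2 fold change for a gene set enrichment analysis (GSEA) with 10000 random lists of the same size. The adherens junction list (62 tested members) had an enrichment score of 0.54 (adjusted p = 0.000734 over the 3 junction lists), the gap junction list (60 members) 0.47 (adjusted p = 0.00514) and the tight junction list (94 members) 0.34 (adjusted p = 0.0962). The score of the adherens junction list moved most without a filter on low TPM, to 0.64. Without that filter the tight junction list passed the threshold (score 0.45, adjusted p = 0.00843), as it did when genes were ranked by limma's moderated t (score 0.45, adjusted p = 0.00121), and over its alternatives the adjusted p lay between 0.00121 and 0.469.

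By camera, the median log2 fold changes were 0.38 for the adherens junction list (0.25 relative to all tested genes, adjusted p = 4.93e-06), 0.36 for the gap junction list (0.23 relative, adjusted p = 0.000448) and 0.25 for the tight junction list (0.12 relative, adjusted p = 0.0161). With the correlation estimated from these libraries, the adjusted p-values from camera were 0.455, 0.475 and 0.522. The random lists and Fisher's exact test treat genes as independent, which members of a list need not be. After the correction for transcript length and GC content the tight junction list had a median of 0.09 and was no longer called. At an adjusted p-value under 0.05, 41 adherens junction members were higher and 2 lower (43 and 3 when adjusted over the list alone), 40 gap junction members higher and 4 lower (41 and 4), and 49 tight junction members higher and 10 lower (49 and 10). The shares called higher were 27.4% (adjusted p = 0.0013 from Fisher's exact test), 21.7% (adjusted p = 0.0449) and 14.9% (adjusted p = 0.269). The share of the gap junction list was no longer past the threshold when siCTR replicate 3 (21.7%, adjusted p = 0.086) or siCEP20 replicate 3 (20.0%, adjusted p = 0.0612) was left out. In all, it lost the threshold in 8 of 19 alternatives. After the length and GC correction it was 11.7% (adjusted p = 0.238 from Fisher's exact test). The adherens junction share was then 16.1%, still past the threshold (adjusted p = 0.0361).

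In the adherens junction list, SNAI1 (chromosome 20 from 49982980 to 49988886), which encodes a repressor of the E-cadherin gene, rose from 9.95 ± 0.47 to 27.7 ± 2.61 TPM (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.0911, adjusted p = 4.77e-05 from limma). The E-cadherin gene CDH1, in the same list and looked up after seeing the data, was not lower, with a log2 fold change of 0.92. Other members looked up afterwards went both ways, with VCL at -0.88 and CTNNB1 at -0.16 against TJP1 at 0.77 and AFDN at 0.68. SMAD2 rose from 73.4 ± 4.44 to 144 ± 5.33 TPM and LMO7 from 23.9 ± 1.31 to 50.8 ± 2.59 TPM. In the gap junction list, which holds tubulin genes, TUBA4A rose from 126 ± 10.5 to 368 ± 43.3 TPM and TUBA1A from 153 ± 9.06 to 271 ± 8.72 TPM, although reads can be shared between tubulin paralogs, and MAP2K1 fell from 153 ± 7.47 to 72.8 ± 3.17 TPM. The connexin gene GJA1, in that list and also looked up after seeing the data, was not higher, with a log2 fold change of -0.09. In the tight junction list, EPB41L1 rose from 35.1 ± 3.96 to 70.4 ± 3.30 TPM, VAPA from 47.1 ± 2.50 to 78.7 ± 2.52 TPM and ACTN4 from 668 ± 17.1 to 985 ± 17.2 TPM. SMAD2 and LMO7 each overlap another expressed row on the same strand, and MAP2K1, TUBA4A, TUBA1A and ACTN4 overlap expressed genes on the opposite strand. From the activation of these pathways, the paper proposes that CEP20 lowers the adhesion of NSCLC cells through the depolymerization of microtubules.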

Taken together, our results demonstrate that CEP20 modulates the expression of many essential genes critical for microtubule bundle formation and is essential for the malignant behavior of NSCLC cells.

Based on our previous results, we first proposed CEP20 as an important activator in NSCLC cell invasion and migration by regulating the dynamic assembly of microtubules. Next, to verify the role of CEP20 in regulating microtubules, we employed co-sedimentation assays to quantify the soluble and polymerized tubulin contents in cells depleted of or overexpressing CEP20. Our results show that the ratio of polymerized tubulin to total tubulin content significantly increased in cells depleted of CEP20 and decreased in cells with CEP20 overexpression compared with the control group (Fig. 6A and B). Furthermore, we expressed GFP-CEP20 in HeLa cells and performed immunofluorescence experiments. We found that the microtubule intensity in cells with ectopic GFP-CEP20 was significantly decreased compared with the GFP control cells (Fig. 6C and D), indicating that CEP20 overexpression may inhibit microtubule formation and destabilize microtubules in mammalian cells. Furthermore, we employed co-sedimentation assays to quantify the soluble and polymerized tubulin contents in cells treated with nocodazole and CEP20 depletion. Our results showed that the ratio of polymerized tubulin to total tubulin content significantly increased in cells depleted of CEP20 (Fig. 6E and F). We also investigated cellular microtubule dynamics in cells treated with nocodazole and CEP20 depletion. During the microtubule regrowth after transient treatment with nocodazole, CEP20 depletion significantly promoted microtubule assembly (Fig. S7A and B).

**Figure 6:**
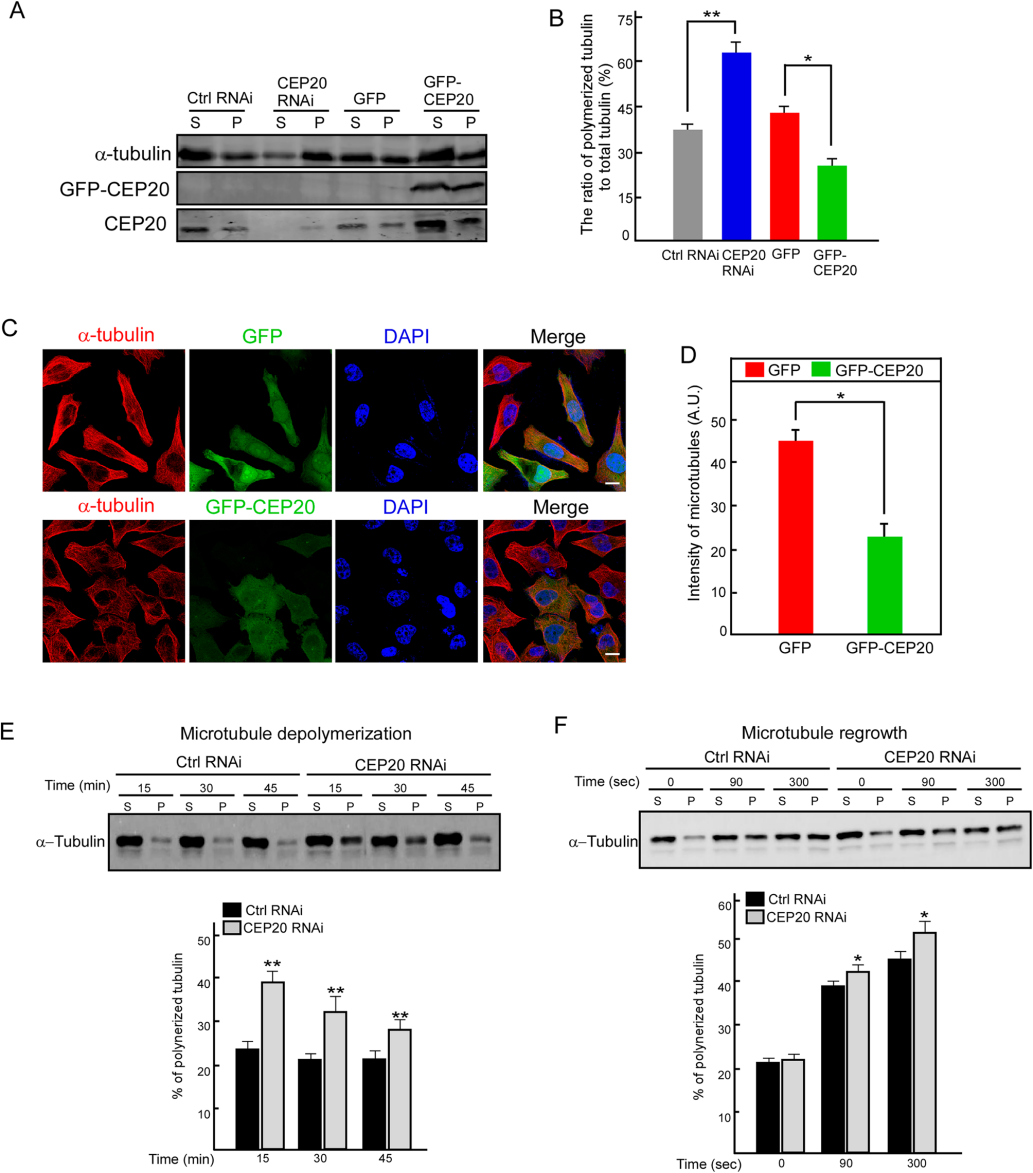
Depletion or overexpression of CEP20 changes the status of microtubule polymerization in A549 cells. (**A** and **B**) Lysates from A549 cells transfected with the indicated plasmids were subjected to ultracentrifugation. The supernatant (S) and pellet (P) fractions were then processed for Western blotting with anti-α-tubulin and CEP20 antibodies. Uncropped immunoblots were shown in Supplementary Fig. S8D. The intensities of the bands were quantified by ImageJ. (**C** and **D**) A549 cells transfected with GFP or GFP-CEP20 were processed for immunoflourescence assay with anti-α-tubulin antibody. DNA was stained with DAPI (blue). Bar, 10 μm. The average intensity of microtubules in cells (n = 40) transfected with GFP or GFP-CEP20 was determined by ImageJ. Quantitative data of microtubule intensities are presented as mean ± SD. (**E** and **F**) Lysates from A549 cells treated with nocodazole and CEP20 depletion were subjected to ultracentrifugation. The supernatant (S) and pellet (P) fractions were then processed for Western blotting with anti-α-tubulin. Uncropped immunoblots were shown in Supplementary Fig. S8E and F. Quantitative data of polymerized tubulin are presented as mean ± SD. *P < 0.05 and **P < 0.01, student’s *t*-test.

Taken together, these results further confirm our hypothesis that CEP20 may play inhibitory roles in microtubule dynamics in mammalian cells, thereby regulating NSCLC cell invasion and migration. Therefore, CEP20 is a promising potential therapeutic target for NSCLC, and our results provide new strategies and directions for the development of clinical therapy.

## Discussion

Lung cancers are a highly prevalent malignancy with high morbidity and mortality globally^1^. Unfortunately, many patients are diagnosed at an advanced stage, resulting in poor outcomes. Conventional chemotherapy has limited efficacy in improving the prognosis of late-stage patients, and resistance can develop with EGFR-TKIs^24^. Consequently, novel mechanisms of targeted treatment are urgently needed. As microtubule dynamics are crucial for tumor cell mitosis and proliferation^9,10^, recent studies have promoted anti-microtubules drugs as one of the most effective malignancy treatments^14,15^.

In this study, we systematically illustrated the regulatory role of CEP20 in tumorigenesis and the progression of NSCLC cells. Our findings suggest that CEP20 is overexpressed in human NSCLC cells and is involved in the regulation of NSCLC cell proliferation and motility by regulating microtubule dynamics. Therefore, this novel negative regulator of microtubule assembly might provide potential direction for NSCLC treatment.

Our analysis of public databases and patient samples revealed that the mRNA and protein expression of CEP20 in the tumor samples is higher than in the adjacent normal samples. Moreover, higher CEP20 protein levels were associated with increased lymph nodes and distant metastasis, indicating that CEP20 upregulation is associated with a worse prognosis for patients with NSCLC. The cellular level analysis demonstrated that downregulation of intrinsic CEP20 inhibited cell proliferation, migration, and invasion in NSCLC cell lines A549 and H1299, suggesting a potential role of CEP20 in NSCLC progression and metastasis. Our future experiments will aim to better understand the influence of CEP20 in NSCLC tumorigenesis and metastasis using tumor xenograft models.

Our sequencing data of CEP20-knockdown A549 cells revealed that CEP20 might be involved in NSCLC tumorigenesis and progression by regulating microtubule dynamics. Our previous research has shown that CEP20 is a centrosomal protein and a newly identified microtubule-associated protein involved in ciliogenesis, indicating its potential as a new target for lung cancer treatment. Our future experiments will also examine the protein structure of CEP20 and its microtubule-binding domains using protein crystallization and cryo-electron microscopy (cryo-EM). This will enable us to identify and select small molecular inhibitors that target CEP20 and further investigate the molecular mechanisms underlying the regulatory role of CEP20 on NSCLC cell proliferation, migration, tumorigenesis, and invasion, as well as its effect on microtubules.

## Conclusion

Overall, our findings provide a new target for targeted therapy of non-small cell lung cancer, and the potential utility of CEP20 in lung cancer diagnosis and treatment deserves further exploration at the molecular, cellular, animal model, and clinical pathology dimensions.

## Materials and methods

### Ethics approval statement

All the human non-small cell lung cancer samples were obtained from Zhejiang Cancer Hospital with informed consent. This study was conducted in accordance with the Declaration of Helsinki (as revised in 2013). The Ethics Committee in Clinical Research (ECCR) of The Cancer Hospital of the University of Chinese Academy of Sciences (Zhejiang Cancer Hospital) approved this retrospective study (IRB-2022-268). The authors are accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved.

### Patient consent statement

All patients signed an informed consent approved by the institutional Review Board.

### Quantitative RT–PCR assay

Quantitative real-time–polymerase chain reaction (qRT-PCR) was performed using 2 × Synergy Brands Inc (SYBR) Green (Servicebio) on the Roche LightCycler480 II RT-PCR Detection System. The relative CEP20 expression was quantified by RT-PCR, and Actin was used as an internal reference. All the reactions were triplicated and were calculated using the comparative threshold method ($${2}^{{ - \Delta \Delta {\text{C}}_{{\text{t}}} }}$$).

### Western blotting

Cell lysates or microtubule pellets were subjected to western blotting analysis with anti-CEP20, Actin, or GAPDH antibodies (Sigma, St Louis, MO, USA). The blots were probed with either Alexa Fluor 680 or IRDye 800-conjugated secondary antibodies and detected using the Odyssey system (LI-COR Biosciences, Lincoln, NE, USA). The uncropped immunoblot images are presented in Fig. S8.

### Cell culture

A549 and H1299 cells were cultured in a complete DMEM (10% FBS included) medium with 5% CO_2_ at 37 °C. H226 and H520 were cultured in a complete RPMI 1640 (10% FBS included) medium with 5% CO_2_ at 37 °C. Cells were split at approximately 80% confluence by first aspiring the medium, followed by washing with preheated sterile 1 × PBS buffer thrice. Trypsin was given for 1 min to induce cell detachment at 37 °C, then terminated by adding an appropriate volume of the medium. The cell mixture was transferred into a 15 mL Falcon tube and dissociated to form a single-cell suspension by pipetting up and down. An appropriate volume of suspension was added to a new plate for continuous culture.

### RNA interference and cell transfection

The cells were cultivated to the logarithmic growth phase and passaged the day before transfection. 

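An siRNA has a guide strand, which pairs with the target RNA, and a sense strand with the target's own sequence. The CEP20 transcript ENST00000255759 is 2264 bases long in 5 exons, and CEP20 lies on the minus strand of chromosome 16 (hg38). Without its TT overhang, the sense strand of RNAi-1 is ACCACTAATGTTTGTAGAA, which matches bases 626 to 644 of the transcript. This is 15867339 to 15867357 on the chromosome, in the 3′ UTR within exon 5. The sense strand of RNAi-2, ATGGATGACCACCTAAGAA, matches bases 463 to 481 in the coding sequence and spans the junction of exons 4 and 5, with its ends at 15873494 and 15867502. Of the 9 annotated CEP20 transcripts, 7 contain the RNAi-1 target and 5 the RNAi-2 target. Neither target had a perfect match in the transcripts of another gene. The paper's text does not name which of these siRNAs was used for the RNA-seq samples.

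**Figure D3:**
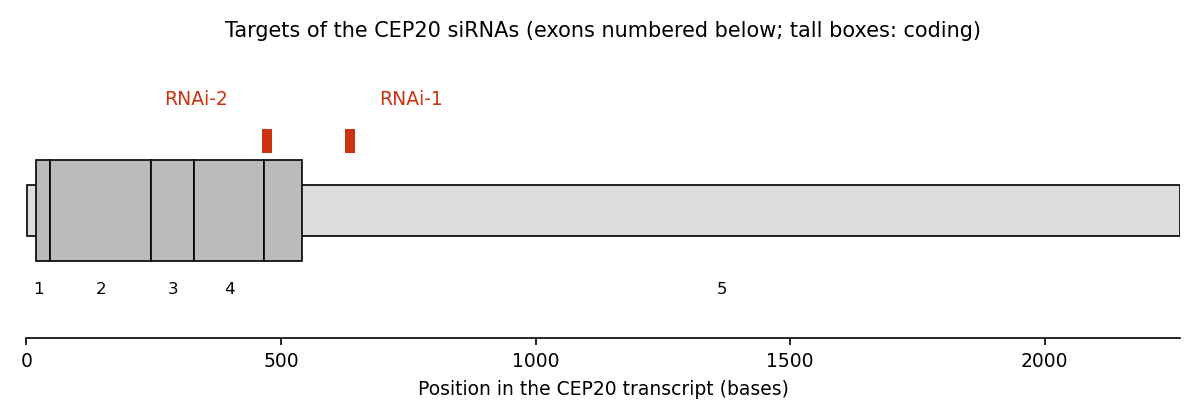
Map of the CEP20 transcript, in bases from its 5′ end, with exons numbered below, tall boxes for coding sequence and low boxes for untranslated regions. The red marks show that RNAi-2 (463 to 481) lies over the junction of exons 4 and 5 and RNAi-1 (626 to 644) in the 3′ UTR.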

When cells reached 20–30% confluence, Lipofectamine RNAiMAX and the siRNAs (CEP20 RNAi-1 5′-ACCACTAATGTTTGTAGAATT-3′ CEP20 RNAi-2 5′-ATGGATGACCACCTAAGAATT-3′) were diluted with DMEM (FBS free) according to the corresponding transfection system. Each dilution was incubated for 5 min, mixed well, and incubated for another 20 min at room temperature. After adding the mixture into corresponding groups, cells were cultured for 6 h in a 5% CO_2_ incubator at 37 °C. Subsequently, the medium was replaced with complete DMEM containing 10% FBS. After 48–72 h of transfection, the cells were observed under a fluorescent microscope to evaluate their condition and transfection efficiency for further analysis.

### MTT (3-(4,5-dimenthylthiazol-2-yl)-2,5-diphenylterazolium bromide) cell viability assay

A549 and H1299 cells were transfected and subsequently cultured for 48 h. Then cells were evenly passage to 96-well plates with 2 × 10^3^ cells per well. Cultured for 24, 48, 72 and 96 h, cells were added with 20 μL/well MTT solution (5 mg/ml, Sigma, St. Louis, MO, USA) and incubated for 4 h at 37 °C. Then the medium was discarded and added 150 μL of dimethyl sulphoxide (DMSO) (Sigma, St. Louis, MO, USA), the cell proliferation was analyzed by measuring the absorption at 490 nm. Cell growth curves were depicted by Graphpad Prism 9 software.

### Colony formation assay

Cells were plated on 12-well plates (200 cells per well). The cell culture medium was changed every 2 days. After 2 weeks, the cells were fixed with 4% paraformaldehyde for 15 min, then washed 3 times by phosphate buffered solution (PBS), and dyed with crystal violet staining solution for 30 min.

### Wound healing assay

Cells were transfected and subsequently cultured until they reached 100% confluence. The cells were then starved overnight using a bare medium (DMEM or RPMI 1640 with no glucose or FBS). Mechanical scratching (wound) was performed manually with a pipette tip (10 μl), and the medium was replaced with DMEM or RPMI 1640 containing 1% FBS. Cells were imaged every 12 h. It is important to note that the same area of the wound was imaged consistently across time points.

### Transwell cell migration assay

Cells were transfected following the protocol described above. After 48 h of transfection, cells were starved overnight using a bare medium (DMEM or RPMI 1640 with no glucose or FBS). Subsequently, cells were trypsinized and counted, and 80,000 starved cells were resuspended in DMEM or RPMI 1640 containing 1% FBS and added to the upper chamber of Transwell inserts. The lower chamber was filled with 600 μl of complete DMEM or RPMI 1640 containing 10% FBS. The cells were then cultured for 4 h at 37 °C with 5% CO2. After incubation, the transwell chambers were taken out and fixed with 4% PFA for 20 min at room temperature. The inserts were stained with crystal violet for 20 min, then washed for 5 min each thrice. Residual non-migratory cells from the upper chamber were wiped off with a swab, while the migratory cells were counted and imaged under a microscope.

### Immunofluorescence

A549 cells grown on coverslips were fixed with cold methanol (− 20 °C), stained with anti-CEP20, α-tubulin antibodies (Sigma, St Louis, MO, USA) for 2 h at room temperature, and incubated with either Cy3-conjugated anti-mouse IgG or FITC-conjugated anti-rabbit IgG secondary antibody (Jackson ImmunoResearch) for 40 min. DNA was stained with DAPI (Sigma). Finally, the mounted coverslips were analyzed by confocal fluorescence microscopy (LSM510, Zeiss).

### Cellular microtubule depolymerization and regrowth

For the cellular microtubule depolymerization assay^21^, A549 cells were treated with 5 μM nocodazole for the indicated times, and then centrifuged at 100 000 g for 20 min at 25 °C. For the cellular microtubule regrowth assay, A549 cells grown on coverslips were incubated with 5 μM nocodazole for 3 h to depolymerize microtubules, and then carefully washed out to remove nocodazole followed by fixation at the indicated times. All cells were stained with mouse anti-α-tubulin primary antibody and Cy3-conjugated anti-mouse IgG secondary antibody. The coverslips were then mounted and imaged by confocal microscopy (NIKON, Tokyo, Japan). The astral length of microtubules within the region of interest were quantified using ImageJ software (Fiji, NIH). Data are expressed as mean ± s.d. and analyzed by student’s t-test. The supernatant and pellet fractions were collected separately and analyzed by western blotting with anti α-tubulin.

### RNA extraction and library construction

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. The RNA amount and purity of each sample were quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed using Bioanalyzer 2100 (Agilent, CA, USA) with a RIN above 7.0 and confirmed by denaturing agarose gel electrophoresis. Poly (A) RNA was purified from 1 μg total RNA using Dynabeads Oligo (dT) 25-61005 (Thermo Fisher, CA, USA) with two rounds of purification. The purified poly(A) RNA was fragmented into small pieces using the Magnesium RNA Fragmentation Module (NEB, e6150, USA) at 94 °C for 5–7 min. The cleaved RNA fragments were then reverse-transcribed using SuperScript™ II Reverse Transcriptase (Invitrogen, cat. 1896649, USA). The resultant cDNA was used to synthesize U-labeled second-stranded DNAs with E. coli DNA polymerase I (NEB, m0209, USA), RNase H (NEB, m0297, USA), and dUTP solution (Thermo Fisher, R0133, USA). An A-base is then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual-index adapters are ligated to the fragments, and size selection was performed with AMPureXP beads. After treatment with the heat-labile UDG enzyme (NEB, m0280, USA) to remove the U-labeled second-stranded DNAs, the ligated products are amplified using PCR. The PCR conditions were as follows: initial denaturation at 95 °C for 3 min; 8 cycles of denaturation at 98 °C for 15 s, annealing at 60 °C for 15 s, and extension at 72 °C for 30 s; and final extension at 72 °C for 5 min. The average insert size for the final cDNA library was 300 ± 50 bp. Finally, the 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina Novaseq™ 6000 according to the manufacturer’s protocol.

### RNA-seq analysis

Raw RNA-seq data were processed using fastp (v0.20.1)^25^ to remove adapter sequences and reads with low sequencing quality. The remaining clean reads were aligned to the human genome (hg38) using HISAT2 software (v2.1.0)^26^ with default parameter settings. Transcript assembly was performed using StringTie software (v2.0)^27^, and expression of transcripts sharing each gene_id was quantified as Transcripts Per Million (TPM). Differential expression analysis was performed using the R package DESeq2^28^ with a threshold of significantly differentially expressed genes set as fold change (FC) > 1.5 or < 0.67 and adjusted *P* value < 0.05. Heatmaps were generated using the R package pheatmap. The Gene Ontology (GO) term and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses in current study were done by R package clusterProfiler^29^. Adjusted *p* value < 0.05 was considered as statistically significant. The gene set enrichment analysis (GSEA) was performed by R package enrichplot.

### NSCLC gene-microarray and RNA-seq sample collection

The dataset GSE19804^30^ based on the platform of GPL570 (Affymetrix Human Genome U133 Plus 2.0 Array) containing 30 paired gene-microarray samples of human NSCLC tumor and normal tissues were downloaded from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo). The RNA-seq data of NSCLC samples were retrieved from the Cancer Genome Atlas (TCGA) database (https://portal.gdc.cancer.gov/), including 513 lung adenocarcinoma (LUAD) tumor samples, 57 LUAD adjacent normal samples and 501 lung squamous cell carcinoma (LUSC) tumor samples, and 49 LUSC adjacent normal samples. The expression levels of CEP20 were extracted from these datasets, and the NSCLC samples from the TCGA database were classified into three groups based on their CEP20 expression levels: relatively high (CEP20-high, n = 253), relatively low (CEP20-low, n = 253), and medium (CEP20-median, n = 508).

### Statistical analysis

All experiment results are presented as mean ± standard deviation (SD) from 3 independent experiments and showed successful reproducibility. All graphs were generated using GraphPad Prism 9 (64-bit, La Jolla, CA, USA). Two-tailed unpaired t-tests (Student’s t-test) were used to obtain the *p* values. The data are presented as the mean ± standard deviation. *P < 0.05, **P < 0.01, ***P < 0.001.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

## Data Availability

The raw RNA-seq data generated in this study have been deposited in the GEO database under accession number GSE218949.

# Supplementary material for: CEP20 promotes invasion and metastasis of non-small cell lung cancer cells by depolymerizing microtubules
**Source:** Sci Rep. 2023 Oct 14;13:17484. doi: 10.1038/s41598-023-44754-8
**Supplement:** Supplementary file 9 — Supplementary Information 9.

**Figure S1. CEP20 expression was higher in NSCLC tumor samples than adjacent normal samples in the TCGA and GEO databases.** (A) The expression of *CEP20* in 30 paired NSCLC tumor samples and adjacent normal samples from GSE19804. P = 0.0231, two-tailed Student’s t-test. (B) The expression of *CEP20* in 107 paired NSCLC tumor samples and adjacent normal samples from TCGA database. P = 0.0137, two-tailed Student’s t-test. (C) Violin and box plot showing the *CEP20* expression in unpaired NSCLC tumor samples and adjacent normal samples from TCGA database (tumor samples: n = 1035; normal samples: n = 108). P = 2.6e-20, two-tailed Wilcoxon test.

**Figure S2. Downregulation of endogenous CEP20 inhibits NSCLC cell proliferation in H1299.** (A) The protein expression of CEP20 by western blotting in H1299 cell. Actin was used as internal reference. Uncropped immunoblots were shown in Supplementary Fig. S8G. (B) The MTT cell viability assays were depicted in H1299 cell transfected with ctrl RNAi, CEP20 RNAi-1 or CEP20 RNAi-2, respectively. (C, D) The colony formation assays were performed in H1299 cell transfected with specific ctrl RNAi, CEP20 RNAi-1 or CEP20 RNAi-2, respectively. Bars indicate the mean ± s.d of three independent replicates. ** p < 0.01, *** p < 0.001.

**Figure S3.** **Downregulation of endogenous CEP20 inhibits NSCLC cell migration and invasion.** (A) The wound-healing assays showed the migration of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-2. The dashed lines indicate the wound edges. Scale bar, 100 μm. The distance of the wound was measured by ImageJ software, and the data are presented as the mean ± standard deviation. (C) Transwell assays showed the migration of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-1 and dyed with crystal violet staining. Scale bar, 50 μm. The quantitative data of the randomly selected fields are expressed as the mean ± standard deviation.

**Figure S4. Downregulation of endogenous CEP20 inhibits squamous cell carcinomas cell proliferation, cell migration and invasion in H226.** (A) The protein expression of CEP20 by western blotting in H226 cell. GAPDH was used as internal reference. Uncropped immunoblots were shown in Supplementary Fig. S8H. (B, C) The colony formation assays were performed in H226 cell transfected with specific ctrl RNAi, CEP20 RNAi-1 or CEP20 RNAi-2, respectively. (D) The wound-healing assays showed the migration of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-2. The dashed lines indicate the wound edges. Scale bar, 100 μm. (E, F) Transwell assays showed the invasion of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-2 and dyed with crystal violet staining. Scale bar, 50 μm. The quantitative data of the randomly selected fields are expressed as the mean ± standard deviation. *** p < 0.001.

**Figure S5. Downregulation of endogenous CEP20 inhibits squamous cell carcinomas cell proliferation, cell migration and invasion in H520.** (A) The protein expression of CEP20 by western blotting in H520 cell. Actin was used as internal reference. Uncropped immunoblots were shown in Supplementary Fig. S8I. (B, C) The colony formation assays were performed in H520 cell transfected with specific ctrl RNAi, CEP20 RNAi-1 or CEP20 RNAi-2, respectively. (D) The wound-healing assays showed the migration of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-2. The dashed lines indicate the wound edges. Scale bar, 100 μm. (E, F) Transwell assays showed the invasion of the ctrl RNAi or specific CEP20 RNAi-1 or CEP20 RNAi-1 and dyed with crystal violet staining. Scale bar, 50 μm. The quantitative data of the randomly selected fields are expressed as the mean ± standard deviation. *** p < 0.001.

**Figure S6. The microtubule bundle formation related genes were highly expressed in CEP20-low NSCLC tumor samples.** (A) Spearman correlations between replicated RNA-seq samples (heatmaps of correlation matrix). (B) Volcano plot showing the differentially expressed genes in *CEP20*_high vs *CEP20*_low tumor samples from TCGA database. Red dots: upregulated genes in *CEP20*_high samples, blue dots: downregulated genes in *CEP20*_high samples. (C) Bubble plots of GO terms enriched in downregulated genes in in *CEP20*_high samples. Point sizes represent the gene numbers in each term, blue gradient represents the -log_10_ (adjusted P values). (D) Expression heatmap of microtubule bundle formation related genes in *CEP20*_high and *CEP20*_low tumor samples from TCGA database.

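Spearman correlations across the tested genes of the A549 RNA-seq libraries were computed for every pair. Genes are not independent replicates, so no test was made. The 3 pairs of siCTR libraries had coefficients from 0.98614 to 0.98656 and the 3 pairs of siCEP20 libraries from 0.98602 to 0.98868. All 9 pairs of a siCTR and a siCEP20 library were lower, from 0.96602 to 0.97157. Without the filter on low TPM the lowest coefficient within a group was 0.932 and the highest between groups 0.928.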

**Figure S7.** **Depletion of CEP20 changes the status of microtubule polymerization in A549 cells**. (A) A549 cells treated with nocodazole (5 μM) for 3 h and were washed out to allow microtubule regrowth for the indicated times and processed for immunofluorescence assay with anti-α-tubulin antibody. (B) The astral length of microtubules were evaluated by ImageJ software. Bar, 10 μm. Quantitative data of microtubule intensities are presented as mean ± SD. **P* < 0.05 and ***P* < 0.01, student’s *t*-test.

**Figure S8. Uncropped immunoblot images.** (A) The protein expression of CEP20 by western blotting in non-small-cell lung cancer tissues compared to the matched adjacent normal tissues. Actin was used as the internal reference. Red boxes indicate bands that were cropped for representative images. (B) The protein expression of CEP20 by western blotting in A549 cell. Actin was used as internal reference. Red boxes indicate bands that were cropped for representative images. The blots were cutted prior to hybridisation with antibodies. (C) Western blotting revealed the expression level of endogenous CEP20 and ectopic GFP-CEP20 in A549 cells. GAPDH was used as an internal control. Red boxes indicate bands that were cropped for representative images. The blots were cutted prior to hybridisation with antibodies. (D) Lysates from A549 cells transfected with the indicated plasmids were subjected to ultracentrifugation. The supernatant (S) and pellet (P) fractions were then processed for Western blotting with anti-α-tubulin and CEP20 antibodies. Red boxes indicate bands that were cropped for representative images. (E) Lysates from A549 cells transfected with the indicated plasmids and treated with nocodazole for the indicated times were subjected to ultracentrifugation. The supernatant(S) and pellet (P) fractions were collected separately and analyzed by western blotting with anti α-tubulin. Red boxes indicate bands that were cropped for representative images. (F) Lysates from A549 cells transfected with the indicated plasmids and treated with nocodazole for 3h to depolymerize microtubules, and then carefully washed out to remove nocodazole followed by fixation at the indicated times were subjected to ultracentrifugation. The supernatant(S) and pellet (P) fractions were collected separately and analyzed by western blotting with anti α-tubulin. Red boxes indicate bands that were cropped for representative images. (G) The protein expression of CEP20 by western blotting in H1299 cell. Actin was used as internal reference. Red boxes indicate bands that were cropped for representative images. The blots were cutted prior to hybridisation with antibodies. (H) The protein expression of CEP20 by western blotting in H226 cell. GAPDH was used as internal reference. Red boxes indicate bands that were cropped for representative images. (I) The protein expression of CEP20 by western blotting in H520 cell. Actin was used as internal reference. Red boxes indicate bands that were cropped for representative images.

How the deposited data were processed for this re-analysis (not part of the article)

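RNA-seq of A549 cells was analysed in 3 siCEP20 and 3 siCTR samples. The authors trimmed the reads with fastp, aligned them to hg38 with HISAT2, assembled and quantified transcripts with StringTie, and deposited the TPM of each Ensembl gene for the 6 libraries in a single table. The annotation release is not stated in the paper's text. The authors used DESeq2 for their differential expression analysis, clusterProfiler for GO and KEGG terms and GSEA for pathways. TPM holds neither read counts nor depth, so the depth of each library is unknown, no interval based on counts was computed, and precision rests on the 3 replicates of each group. All columns of the table were mapped to samples by their names.

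Genes were named and placed with the GENCODE annotation, release 44 (hg38). For each gene with a mean of at least 1 TPM, log2(TPM + 1) was compared between groups with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), without rescaling and without a term for the replicate number, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p-value under 0.05 and a fold change over 1.5 or under 0.67, the paper's thresholds. Of the tested genes, 99.7% had a transcript length and GC content from the annotation.

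GO and KEGG tables were not used here. In their place, 15 lists were written by hand: the genes of Fig. 5D, microtubule bundles and axoneme, cilium, ribosomal proteins, translation initiation, targeting to the ER, oxidative phosphorylation, proteasome, adherens junction, gap junction, tight junction, tubulins, S phase, G2/M and interferon response. Each was tested with limma's camera (correlation 0.01), and the share of its members called was tested by Fisher's exact test against all other tested genes. Enrichment scores came from fgsea 1.28.0 with 10000 random lists. The lists, the tests, the alternatives and the rule for the genes to be named were fixed before the data were examined, except where the text says that a choice was made after seeing the data. That rule named CEP20, the 18 genes of Fig. 5D, the 5 genes called higher and the 5 called lower with the largest log2 fold change among those with separate groups, and in each list named at a claim the 3 members with the smallest adjusted p.

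Sets matched to a list were drawn 10000 times from genes outside every list, within bins of transcript length (10), GC content (5) and mean expression (5). The length and GC correction subtracted a loess curve (span 0.5) fitted in each library. Sites matching 7 bases of an siRNA were sought in the 3′ UTRs of 12238 tested genes. A linear regression then ranked each sequence of 7 bases found in at least 50 genes by its effect on the log2 fold change, limited to 2 in either direction, with 3′ UTR length, GC content, expression and transcript length as covariates. A logistic regression with the same covariates gave the odds ratio of being called lower, against genes not called, for genes with a site. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with edlib for sequence identity.

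The steps were tested on simulated data. Of 200 genes changed by known fold changes, 87% were called, and 3 of 14528 unchanged genes were called. The fitted and true log2 changes of the changed genes had a correlation of 0.989. A shifted list of 50 genes had a camera p of 7.84e-32 and a random list 0.854. A simulated dependence on transcript length went from a correlation of 0.759 to 0.00658 after the correction. A sequence given a known effect in 3′ UTRs came out at rank 1. A sequence given an odds ratio of 3 was fitted at 3.52 with the covariates and at 0.99 without them.

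The alternatives were a pseudocount of 0.1, no filter or a higher filter on TPM, median-of-ratios scaling, quantile normalization, eBayes without a trend, the replicate number as a block, the length and GC correction, protein-coding genes only, rows with one symbol summed, each library left out in turn, other thresholds, other list tests, and lists without shared members. TCGA tumors, immunoblots and imaging were not analysed here.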

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

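The test of the tubulin list against tubulin autoregulation was fixed in advance. The other tests in this part were chosen after the result was seen, and so were MTND2P28, MTND1P23, MTCO1P12, MTATP8P1 and MTATP6P1 as genes to look at.

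Tubulin transcripts, which the paper does not report on, were higher in siCEP20 samples. The 12 tubulin genes had a median log2 fold change of 0.42, or 0.29 relative to all tested genes (adjusted p = 0.000185 from camera, 0.284 with the correlation estimated from the data), and 11 had an adjusted p-value under 0.05, all higher. The largest log2 fold changes were those of TUBA4A (1.53), TUBA1A (0.82) and TUBB4A (0.76), while TUBB4B stood at 0.03 (-0.11 relative to all tested genes). The share of members called higher was 25.0% (adjusted p = 0.196 from Fisher's exact test). Reads can be shared between tubulin paralogs, so a shift of reads from one paralog to another was tested through the sum of the 12 genes. The sum rose from 3125 ± 172.4 to 4299 ± 140 TPM (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible), a log2 difference of 0.33 relative to all tested genes, which argues against such a shift as the whole cause. Sets of genes outside the lists, matched on transcript length, GC content and expression, had a median of 0.0449, and 3 of 10000 sets lay as high as the tubulin list, which argues against a shift shared with transcripts of similar length. With median-of-ratios scaling the list's median was 0.27 where that of all genes was 9.4e-05, so the scale between libraries does not account for it. No tubulin gene carried a site for an RNAi-2 seed, but such sites lower transcripts, so their absence cannot decide what raised these genes. The paper reports that more tubulin is polymerized in cells depleted of CEP20 (Fig. 6A, B). Cells are known to degrade tubulin mRNA when soluble tubulin is high, so less soluble tubulin is expected to raise these transcripts, and the median of 0.42 came out on that side. Tubulin autoregulation after CEP20 depletion is therefore a hypothesis consistent with the data. Soluble tubulin was not measured in these libraries, and an off-target effect of the siRNA stays open. The rise was also not confined to genes of the α-/β-tubulin dimer. TUBG1, which encodes γ-tubulin, had a log2 fold change of 0.34 (0.21 relative to all tested genes, adjusted p = 0.0147 from limma).

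MTND2P28, a nuclear copy of the mitochondrial gene MT-ND2 on chromosome 1 (629640 to 630683, 98.4% identical over 1042 bases), was at 785, 845 and 1144 TPM in siCTR samples and at 1376, 1466 and 2294 TPM in siCEP20 samples. Its log2 fold change was 0.87 (adjusted p = 0.00992 from limma, 0.00044 to 0.07 over the alternatives). The neighbouring copies MTND1P23 (0.87, adjusted p = 0.0339) and MTCO1P12 (0.61, adjusted p = 0.022) moved the same way. Without the filter on low TPM the adjusted p of MTND2P28 was 0.07, and those of MTND1P23 and MTCO1P12 were above 0.05 in 6 and 5 of their 18 alternatives. The other 921 tested pseudogenes had a median of -0.10 relative to all tested genes, which argues against more reads being placed on pseudogenes of every kind. With median-of-ratios scaling MTND2P28 stood at 0.72, so the scale between libraries is not the whole cause. All 37 mitochondrial genes are listed at 0 in every library, in a cell line that uses them, so these rows are not measurements. More mitochondrial RNA in siCEP20 samples, read through its nuclear copies, cannot be told apart from a change in the copies themselves, because the genes that would decide it are among the 37.

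MTATP8P1, a nuclear copy of MT-ATP8 from 633535 to 633741 on chromosome 1, was at 51263 TPM in siCEP20 replicate 1, 5.13% of that library, and at 23886 TPM in siCTR replicate 1, and was listed at 0 in the other 4 libraries. MTATP6P1, which overlaps it, was at 5005 TPM in siCTR replicate 2 and 12078 TPM in siCEP20 replicate 3 and listed at 0 elsewhere. No test of a group difference is meaningful for values that are present or absent by library, and they lie in both groups. Values of this size in some libraries and 0 in others may come from the way overlapping transcripts were assembled and quantified, which was not tested. Without both genes, and with TPM rescaled to the same total, the median log2 fold change of all tested genes was 0.15, so they do not account for its lying above 0. No biological explanation was tested for this pattern.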

How the results depend on the processing

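The results were computed again under 21 alternatives of the fit or its thresholds, of which 2 were chosen after seeing the data: leaving out MTATP8P1 and MTATP6P1, and fitting the length and GC correction without the genes of the lists. Leaving genes with an RNAi-2 seed site out of the lists was also chosen after seeing the data. CEP20 kept its direction and its call in all 19 of its alternatives, with log2 fold changes from -1.06 to -0.84. The ribosomal protein (-0.60 to -0.30), oxidative phosphorylation (-0.46 to -0.28) and proteasome (-0.42 to -0.24) lists stayed lower and the adherens junction (0.22 to 0.52), gap junction (0.20 to 0.41), cilium (0.14 to 0.34), bundle and axoneme (0.16 to 0.37) and Fig. 5D (0.63 to 1.12) lists stayed higher, and each kept its camera call except with the estimated correlation. The targeting to the ER list (-0.22 to -0.05) and the tubulin list (0.27 to 0.49) did so too. For 70 single genes, 854 of 889 comparisons kept the direction and the side of 0.05 on which the adjusted p lay, whether or not the fold change threshold was met. It went above 0.05 in 29 and below it in 5, and 1 changed sign. With 1 library left out, 399 of 417 kept both. Unless a cause is named, it was not tested.

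With the correlation estimated from the data none of the lists had an adjusted p-value under 0.05 (3 had an unadjusted one), with their medians unchanged by construction: Fig. 5D 0.87, bundle and axoneme 0.30, cilium 0.30, ribosomal proteins -0.45, targeting to the ER -0.0685, oxidative phosphorylation -0.31, proteasome -0.27, adherens junction 0.38, gap junction 0.36, tight junction 0.25, tubulin 0.42 and interferon -0.0884. Under fry the S phase (0.19) and G2/M (0.21) lists passed the threshold. The tight junction list (0.25) did not pass in pre-ranked GSEA, nor with 0.23 when members shared with another list were left out. Most tubulin genes are in the gap junction list, so that alternative gave no value for them. Without genes carrying an RNAi-2 seed site the G2/M list passed at 0.32. Ranked by moderated t, the tight junction enrichment score was 0.45.

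With the threshold at a fold change of 2, 261 genes were called higher, 147 lower and 5 of Fig. 5D, and with the adjusted p alone 4457 higher and 1944 lower, both by construction. With a mean of at least 5 TPM required, 6 genes of Fig. 5D were called, since fewer were tested, and the share of S phase genes called higher was 0% and passed the threshold. With a pseudocount of 0.1 the shares were 21.7% for gap junction, no longer past the threshold, and 23.8% for interferon genes called lower, now past it.

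Without a filter on low TPM, 28974 genes were tested. The initiation list turned in direction against all genes (median 0.12), the S phase (0.19) and G2/M (0.21) lists passed, the interferon list did not (-0.0155), and the tight junction score was 0.45 and passed. The shares called higher passed for bundle and axoneme (11.8%), tight junction (11.4%), tubulin (25.0%) and G2/M (16.7%). The lowest Spearman coefficient within a group was 0.932 and the highest between groups 0.928.

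With median-of-ratios scaling 894 genes were higher and 1103 lower (44.8% higher, against 70.9%). The initiation list moved to -0.0335 and TUBB4B to -0.13, below 0 because this scaling lowers all genes alike. Relative to all tested genes they were at -0.02 and -0.11 before it. The interferon list (-0.19) was no longer called, and the share of cilium genes called higher (7.87%) fell below the threshold. Quantile normalization gave 923 higher and 1016 lower genes, 0.0644 for the initiation list, 15.1% for bundle and axoneme (now past the threshold), 7.09% for cilium (no longer) and 28.6% for interferon (now past it). With protein-coding genes only, the shares were 21.7% for gap junction (no longer past it) and 19.1% for interferon (now past it), and 1517 genes were higher and 486 lower. Without MTATP8P1 and MTATP6P1 both shares were the same.

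The length and GC correction gave 924 higher genes, -0.0462 for the initiation list (already -0.02 relative to all tested genes), 0.089 for the tight junction list (no longer called), and shares of 6.30% for cilium and 11.7% for gap junction (no longer past the threshold) and 33.3% for interferon (now past it). Fitted without the list genes, it gave 905 genes, -0.0428, 0.0922, 6.30%, 11.7% and 28.6%.

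The replicate number was also fitted as a block. Deviations of same-numbered libraries from their group means had correlations of 0.157, -0.0614 and -0.0623, so the numbers do not pair the samples. The replicate block gave 1654 higher and 694 lower genes. Together with the length and GC correction it gave 900 higher genes, 8 genes of Fig. 5D, -0.0462 for the initiation list, 0.089 for tight junction, 6.30% for cilium, 11.7% for gap junction and 33.3% for interferon.

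Across the 6 fits that each left out 1 library, the interferon median ran from -0.18 to 0.0143, above 0 without siCTR replicate 3, and its share called lower from 19.1% to 23.8%, past the threshold without siCTR replicate 2 or 3 or any siCEP20 replicate. TUBB4B ran from -0.00399 to 0.0619, below 0 without siCTR replicate 1 or siCEP20 replicate 2. The S phase list ran from 0.14 to 0.25 and G2/M from 0.17 to 0.26, past the threshold without siCTR replicate 3 or siCEP20 replicate 3. Their shares called higher ran from 2.38% to 16.7% (highest without siCTR replicate 3) and from 7.41% (without siCTR replicate 1) to 20.4% (without siCEP20 replicate 3). The share of targeting to the ER genes called lower ran from 0 (without siCTR replicate 2 or siCEP20 replicate 3) to 9.38% (without siCTR replicate 3). The share of bundle and axoneme genes ran from 15.4% to 21.2%, past the threshold without siCTR replicate 1, and that of gap junction from 20.0% to 23.3%, not past it without siCTR replicate 3 or siCEP20 replicate 3. The depth of the libraries is unknown, so what it limits could not be assessed.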

Differences from the paper's values

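The paper reports 956 genes upregulated after CEP20 knockdown, and 1659 were called higher here, from TPM with limma. The thresholds behind the paper's number are in doubt, since its methods give FC > 1.5 or < 0.67 while the lines in Fig. 5A lie at a log2 fold change of about 1 and about -1, and with a fold change of at least 2 required 261 genes were called higher here. Of the 19 alternatives set before the data were examined, 6 gave a number within 1.5 times of the paper's: a mean of at least 5 TPM (1214), median-of-ratios scaling (894), quantile normalization (923), the length and GC correction (924), that correction with the replicate block (900), and the fit without siCTR replicate 1 (1381). The other 13 did not, and ranged from 261 to 4457 genes. The correction fitted without the list genes, which was chosen after seeing the values, gave 905.

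For the tight junction pathway the paper gives a GSEA P of about 0.012 in Fig. 5E, read by eye, against 0.0962 here with a hand-written list. Of the alternatives set before the data were examined, the one without a filter on low TPM gave 0.00843, within 1.5 times of the paper's. Ranking by moderated t gave 0.00121, which also passes 0.05 but lies further off, and the other alternatives gave 0.0583 to 0.469.

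The paper describes the genes of Fig. 5D as highly expressed after knockdown. ARMC2 (adjusted p = 0.0697), DAW1 (0.0698) and JHY (0.16) were not past 0.05. ARMC2 and DAW1 passed in the fit without a trend (0.0135 and 0.0382), with protein-coding genes only and over the list alone (0.035 each), and JHY passed with the replicate block (0.0439). Over the alternatives their adjusted p ran from 0.0135 to 0.35 for ARMC2, from 0.0382 to 0.181 for DAW1 and from 0.0439 to 0.628 for JHY. None of these 3 was called in any fit. ARMC2 (0.65) and DAW1 (0.76) passed the fold change threshold with a pseudocount of 0.1. DAW1 (0.60) and JHY (0.61) did so without siCEP20 replicate 2, and DAW1 also without siCTR replicate 3 (0.60), but the adjusted p did not pass in these fits. DNAI3 was below the TPM filter and was called higher without it. The paper lists translational initiation among the processes of downregulated genes. The initiation list here, which leaves out ribosomal proteins, was not lower (median -0.02 relative to all tested genes, adjusted p = 0.73 from camera). The ribosomal protein list, tested apart, was lower (-0.58 relative to all tested genes, adjusted p = 2.82e-33 from camera). GO tables were not used, so whether the paper's term holds ribosomal protein genes was not checked.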

Other observations

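The tests on the siRNA seeds' shares, the interferon list, the cell cycle lists and the other splits of the samples, and the length and GC correction, were fixed in advance. The matched sets, the ranking of 7-base sequences, the logistic regression, the other tests on RNAi-2 sites and the tests on the median of all genes were chosen after the results were seen.

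Of the 10 splits of the 6 samples into 3 against 3, 1 gave as many called genes, the real one. The other 9 called at most 1 gene, with 144 to 294 genes at an unadjusted p under 0.05 against 7628 in the real split. Since 10 splits cannot give a share under 0.1, this count alone cannot tell an accident of grouping apart from the knockdown. Other values argue against such an accident for these libraries. For 55.4% of all tested genes the siCEP20 and siCTR values were separate, where chance gives 10%. Spearman coefficients between groups were at most 0.97157, and those within groups at least 0.98602. These values do not tell the knockdown apart from any other difference shared by a whole group.

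Genes called lower carried a seed site of RNAi-2 more often than other genes. An siRNA guide can silence transcripts whose 3′ UTR pairs with its bases 2 to 8. The RNAi-2 site CCTAAGA was in 14.2% of the 506 genes called lower with a 3′ UTR, against 9.42% of the 10326 not called (adjusted p = 0.00099 from a two-sided Fisher's exact test over 6 sites). The related site CTAAGAA, for bases 2 to 7 of the guide, was in 15.0% against 13.2% (adjusted p = 0.272), and the sense strand's site TCATCCA in 10.9% against 11.0% (adjusted p = 1). The RNAi-1 site TTGTAGA was in 9.68% of the genes called lower and in 15.6% of genes not called (adjusted p = 0.000452), TGTAGAA in 7.71% and 15.7% (adjusted p = 1.09e-06) and the sense strand's TTAGTGG in 4.94% and 9.63% (adjusted p = 0.000452). These shares do not account for 3′ UTR length. A logistic regression, added after seeing the shares, does so together with GC content, expression and transcript length. In it the odds ratio of being called lower was 4.16 for CCTAAGA (95% interval 3.08 to 5.63), 3.27 for CTAAGAA (2.43 to 4.40) and 2.08 for TCATCCA (1.51 to 2.87). The RNAi-1 sites had 1.37 for TTGTAGA (0.973 to 1.92), 1.003 for TGTAGAA (0.695 to 1.45) and 1.03 for TTAGTGG (0.664 to 1.60). In the linear regression on the log2 fold change, CTAAGAA ranked 1, CCTAAGA 2 and TCATCCA 3 among 16206 sequences of 7 bases, from the most negative effect, while TTGTAGA ranked 1551, TTAGTGG 5149 and TGTAGAA 10912. The effects were -0.13, -0.12 and -0.09 on the log2 scale, and -0.0199 (z = -1.83) for TTGTAGA, -0.0094 for TTAGTGG and 0.0046 for TGTAGAA. The intervals of all 3 RNAi-1 sites include an odds ratio of 1, so no RNAi-1 effect was detected and a small one stays open. Rank 2 for the guide site suggests that RNAi-2 was among the siRNAs in the siCEP20 samples and lowered part of the transcripts through its seed, as a hypothesis. The paper's text does not name the siRNA used for these samples. Any of the 3 RNAi-2 sites was present in 28.9% of the genes called lower and in 24.8% of those not called, so direct silencing through these sites does not account for most calls. The ribosomal protein list without members carrying a site still had a median of -0.44. Indirect effects of silenced genes stay open. Among the genes named in these passages, DBNDD2, EIF1 and EIF2S1, which fell, carry a site, and so do SGTA, SMAD2, ACTN4, VAPA, MARK4 and JHY, which had a positive log2 fold change.

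Log2 fold changes tended to rise with transcript length, but not in every list. Across tested genes, the log2 fold change had a Spearman correlation of 0.254 with transcript length and -0.0991 with GC content (genes are not independent replicates). Ribosomal protein (median length 785 bases) and oxidative phosphorylation genes (830.5 bases) are short, and adherens junction genes (4871.5 bases) long, where all tested genes had a median of 2818 bases. The tubulin list (1792.5 bases) was short but higher, and the interferon list (3045 bases) was longer than that median but lower. If a bias between libraries were the whole cause, the lists would return to 0 after the length and GC correction. The ribosomal list was then at -0.46 and the oxidative phosphorylation list at -0.30. Relative to all tested genes both shifts became smaller. The ribosomal list went from -0.58 to -0.47 and the oxidative phosphorylation list from -0.44 to -0.30. Sets of genes outside the lists, matched on length, GC content and expression, had medians of -0.17 for the ribosomal list, -0.14 for oxidative phosphorylation, 0.00884 for the proteasome, 0.19 for adherens junction, 0.16 for gap junction, 0.17 for cilium and 0.16 for tight junction. The first 6 lists lay beyond their matched sets (adjusted permutation p = 0.00067, 0.0057, 0.00067, 0.00067, 0.0008 and 0.0008), which argues against a shift shared with transcripts of similar length as the whole cause, although it may account for part, with -0.17 against the ribosomal list's -0.45. The bundle and axoneme list also lay above its sets (0.14, adjusted p = 0.009), and the targeting to the ER list did not lie beyond them (0.06, adjusted p = 0.098). For tight junction, 344 of 10000 matched sets lay as high (adjusted p = 0.077), so a shift shared with long transcripts was not excluded as the cause of its median of 0.25.

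The median log2 fold change of all tested genes was 0.13. It was 0.15 without MTATP8P1 and MTATP6P1. Without the ribosomal protein and oxidative phosphorylation genes, whose share of the total fell, it was 0.0686, closer to 0 but not at it, which is consistent with that smaller share as a part and argues against it as the whole cause. In a table of TPM, a change in the total amount of RNA per cell stays open, since each library adds up to the same sum.

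Transfected RNA can raise interferon-response genes. Of 39 genes on that list, 21 were tested and 18 were too low. The median log2 fold change was -0.0884 (-0.22 relative to all tested genes, adjusted p = 0.021 from camera), so the list was not higher. This argues against a stronger response in siCEP20 samples as a cause of the calls. Both groups received siRNA, so a stronger response in siCTR samples, which would make the list lower, stays open. The median rose to 0.0143 without siCTR replicate 3. The share called lower was 19.1% (adjusted p = 0.0539 from Fisher's exact test).

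The S phase list (42 genes, median 0.19, 0.06 relative to all tested genes, adjusted p = 0.083 from camera) and the G2/M list (54 genes, median 0.21, 0.07 relative, adjusted p = 0.0656) moved alike. Their shares called higher were 2.38% (adjusted p = 0.124 from Fisher's exact test) and 16.7% (adjusted p = 0.226), but with 1 library left out they ran from 2.38% to 16.7% for S phase, highest without siCTR replicate 3, and from 7.41% without siCTR replicate 1 to 20.4% without siCEP20 replicate 3 for G2/M. None of these shares had an adjusted p-value under 0.05. Their medians' difference was -0.0159 (permutation test over genes, p = 0.925, with a central range of permuted values from -0.15 to 0.17). An arrest in S phase, which predicts a higher S phase and a lower G2/M list, cannot be told apart from no arrest here, because a difference this close to 0 over members that go both ways decides neither.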
